# Dynamic Compression Improves Chondrogenesis in the Tissue Engineered Model of Cartilage

**DOI:** 10.1002/bit.29026

**Published:** 2025-05-25

**Authors:** Marc V. Farcasanu, Thais de las Heras Ruiz, Francesca M. Johnson de Sousa Brito, Jamie Soul, Jonathan Coxhead, Matthew J. German, David A. Young, Ana M. Ferreira‐Duarte, Katarzyna A. Piróg

**Keywords:** cartilage development, dynamic compression, hydrogel, tissue engineering

## Abstract

Hyaline cartilage is a dense avascular tissue with low regenerative potential, present at the ends of the diarthrodial joints and in the cartilage growth plate. Skeletal diseases often result from extracellular changes in this tissue; however, studies of these are hindered by the tissue complexity, the difficulty in obtaining human material, and the cost of generating animal models. Recent developments in tissue engineering are opening possibilities to develop mechanoresponsive zonally stratified models of cartilage in vitro. In this study, we optimized a 3D model of cartilage using chondroprogenitor cells cultured for 21 days in 2% agarose hydrogel constructs with daily dynamic compression. Our hydrogel constructs developed pericellular matrices with nanostiffness comparable with native murine tissue and showed increased production of extracellular matrix components and expression of chondrogenic and differentiation markers. Daily dynamic compression resulted in progressive increase in mechanoresponsive gene expression and promoted a juvenile cartilage phenotype, decreasing expression of dedifferentiation and cartilage degradation markers. Our study highlights the potential of hydrogel‐enhanced chondrogenesis and proposes an adaptable and scalable in vitro model to study mechanoresponses, intracellular signals, and pericellular matrix involvement in cartilage development and disease.

## 1 Introduction

Cartilage tissue engineering remains a challenge due to the complex zonally stratified structure of hyaline cartilage combined with necessity to provide dense extracellular environment with specific mechanical properties. Moreover, cartilage is an avascular tissue with low regenerative potential, and obtaining primary cells from healthy cartilage samples is hindered by tissue availability (Kisiday 2020). ATDC5 cells, a chondrogenic cell line derived from mouse teratocarcinoma AT805, are commonly used to model cartilage development and to screen novel genetic variants of cartilage disease thanks to their high proliferation rates, and ability to recapitulate chondrogenesis in monolayer, from mesenchymal condensation to calcification (Newton et al. 2012; Wilhelm et al. 2020; Yao and Wang 2013). Upon stimulation with insulin and transferrin (Okita et al. 2023; Wen et al. 2023) and with the addition of ascorbic acid to promote collagen deposition (Okita et al. 2023), ATDC5 cells grown on tissue culture plastic upregulate chondrocyte specific gene expression and deposit extracellular proteoglycans. A relatively straightforward 2D culture of ATDC5 cells provides a useful model to study the effect of disease‐causing variants or gene silencing on chondrogenic differentiation (Dong et al. 2021; Hodax et al. 2019; Xu et al. 2019). ATDC5 cells can also be used to study calcification whereby organic phosphate is added to the cultures to promote matrix mineralization (Newton et al. 2012; Tschaffon et al. 2021; Wu et al. 2017). However, 2D culture leads to the absence of zonal stratification typically found in hyaline cartilage, as mature chondrocyte phenotypes are often induced by depleted access to nutrients and changes in oxygen tension (Silva et al. 2020).

To date, most tissue engineering studies using chondrocytes focused on relatively small micromass and alginate bead constructs or the use of foams and sponges as surface support structures. The importance of three‐dimensional environment for the differentiation of ATDC5 cells has been highlighted by the studies whereby cells were grown in micromass and in alginate beads, both of which improved their chondrogenic potential (Lewis et al. 2016; Takeda et al. 2021). In this paper we specifically focused on optimizing supportive growth factor supplementation to promote early ATDC5 chondrogenesis in larger pellet cultures, and on engineering a hydrogel‐based model of hyaline cartilage that could be cultured under dynamic compression. The 2% low melting agarose has previously been shown to support maintenance of human primary chondrocytes and to promote mesenchymal stem cell differentiation (Charles Huang et al. 2004; Thompson et al. 1985). Moreover, it has been shown that construct constriction with a free‐swelling surface creates a gradient in oxygen tension that supports chondrogenic differentiation of mesenchymal stem cells (Thorpe et al. 2013). Cartilage is a mechanoresponsive tissue and dynamic compression interspersed with periods of rest is beneficial for its homeostasis (Nicodemus and Bryant 2010). Compressive regimes that resemble physiological stimuli have been shown to support skeletal phenotypes, whereas excessive load leads to increased inflammation signals and markers such as *IL1R*, reminiscent of osteoarthritis (Choi et al. 2018; Nicodemus and Bryant 2010; Thorpe et al. 2010). In fact, many cartilage specific genes are mechanoresponsive (Watts et al. 2013) and proteoglycans and other extracellular matrix (ECM) components contribute to mechanical properties and act as signaling mediators of cellular processes such as adhesion, cell proliferation, and differentiation (Silva et al. 2020).

In our study, we used the 3D pellet system to test the effects of BMP7, TGFβ3, and combination of both growth factors on ATDC5 chondrogenesis. We then used the improved growth factor supplementation to augment chondrogenic differentiation of ATDC5 chondroprogenitor cells embedded in 2% low melting agarose and investigated the effect of repetitive sinusoid dynamic compressive strain on chondrogenesis (Figure S1A,B). We show that chondrogenic differentiation of ATDC5 cells can be improved by an optimized growth factor supplementation, that 2% agarose supports chondrogenic differentiation of ATDC5 cells and ECM production, and that our compressive regime supports a juvenile chondrocyte phenotype. The easy to manufacture agarose‐based constructs seeded with commercially available ATDC5 cells show markers of cartilage differentiation and changes in mechanoresponses, providing a model that can be applied to study mechanical responses and for future preclinical screening of therapeutic compounds.

## 2 Materials and Methods

### 2.1 Cell Culture

ATDC5 cells (ECACC 99072806) were cultured in Dulbecco's Modified Eagle's Medium (DMEM; Gibco™ 11995073) supplemented with 10% fetal calf serum (FCS; Sigma‐Aldrich) and 1% non‐essential amino acids (NEAA; Gibco™) at 5% CO_2_ and 37°C, then seeded at 6000 cells/cm^2^ on plastic, and at 500,000 cells per pellet. The cells were then grown in chondrogenic medium consisting of DMEM/F12 (Gibco™ 10565018) supplemented with 5% FCS, 1% NEAA, 1% sodium pyruvate (Gibco™), 1% insulin‐transferrin‐selenium (ITS; Sigma‐Aldrich), and 50 μg/mL ascorbic acid (Sigma‐Aldrich) from Day 6 after 2D plating as per standard ATDC5 chondrogenesis protocol (Newton et al. 2012), with the following day marked as “Day 1” in the analysis. ITS and ascorbic acid were added to medium before use.

### 2.2 Pellet Culture

5 × 10^5^ ATDC5 cells were centrifuged in universal tubes for 10 min at 8000*g*. Media was changed to the chondrogenic medium with or without growth factor supplementation the following day (Day 1) with gentle pipetting to increase the rotation and the rounded shape of the pellet. Medium was changed every 2 days with supplements (ITS, ascorbic acid) and growth factors (10 ng/mL of BMP7 (Peprotech 120‐03P) and/or 10 ng/mL TGFβ3 (Peprotech 100‐36E)) added freshly before use.

### 2.3 Agarose Constructs

To generate the agarose constructs, 2.5% w/v low gelling agarose (Sigma‐Aldrich A9045) was prepared and sterilized by autoclaving. The agarose was melted in an oven set to 60°C and cooled to 39°C in a water bath before use. 10 × 10^6^ ATDC5 cells/mL were mixed with medium and with the agarose to the final concentration of 2% w/v low gelling temperature agarose, poured into sterilized stainless‐steel molds placed in standard 12‐well tissue culture plates and allowed to set for 5 min in a sterile laminar flow hood before chondrogenic medium was added. The tissue shapes were uniform across the experiments, standardized by ensuring the correct agar concentration, gelation time, and temperature, and were consistently 3 mm in height. Medium was changed every 2 days with supplements (ITS, ascorbic acid, and growth factors (10 ng/mL of BMP7 and/or 10 ng/mL TGFβ3) added freshly before use.

### 2.4 Dynamic Compression

Dynamic compression was applied to the agar constructs only. Compression was applied on Day 7 postseeding using the pneumatic Flexcell FX5000™ Compression System (Dunn Labortechnik GmbH). Briefly, constructs were transferred to the sterile BioPress™ (Dunn Labortechnik GmbH) six‐well culture plates. To avoid preloading the samples, stationary platens placed into the wells were tightened into place as per manufacturer's protocol to bring the bottom of the center screw to the point where it just touched the top of the sample. Compression was applied for 30 min daily at 10 kPa, 0.33 Hz sinusoid regime, performed at the same time of day for all constructs to account for circadian rhythm. The location of the individual plates on the baseplate was randomized. Medium was changed every 2 days using the holes around the inner periphery of the platen, with supplements (ITS, ascorbic acid, and growth factors (10 ng/mL of BMP7 and/or 10 ng/mL TGFβ3) added freshly before use. The constructs were allowed to recover for 1 h before harvest.

### 2.5 Scanning Electron Microscopy (SEM)

Agarose constructs were washed with PBS and fixed in 2% glutaraldehyde in Sorenson's Phosphate Buffer (VWR) overnight, then rinsed and dehydrated in increasing grades of ethanol. Samples were then dried completely using a Baltec CPD 030 Critical Point Dryer. A 15 nm coating of gold was performed using a Polaron SEM Coating Unit after which samples were mounted on an aluminum stub with carbon discs. A Tescan Vega3LMU scanning electron microscope was used to acquire the images (Tescan). False coloring was performed in Adobe Photoshop 26.4.1.

### 2.6 Atomic Force Microscopy (AFM)

AFM measurements were performed using NanoWizard®3 (JPK Instruments). The hydrogel constructs were immersed in 1x PBS during measurements. Triangular probes (Bruker) with a nominal spring constant of 0.35 N/m and a nominal tip radius of 20 nm were utilized. Measurements were taken in a 25 × 25 µm scan area at a resolution of 128 × 128 pixels in four separate areas were probed within a 25 µm offset in both the *x*‐ and *y*‐axis. Young's Modulus was calculated based on Hertz model:

$$F=\frac{2\tan\left(\alpha \right)E}{\pi (1-\upsilon^{2})}\delta^{2}$$

where *α* is the pyramid angle (17.5° for the cantilever used), *E* is the Young's modulus, *υ* is the Poisson's ratio (assumed to be 0.5), and *δ* is the indentation depth. The extend part of the force‐indentation curves was used to obtain the Young's modulus values.

### 2.7 Histology and Immunohistochemistry

Three‐Dimensional cultures (pellets and hydrogels) were fixed in 4% paraformaldehyde (PFA, Sigma‐Aldrich), wax embedded and cut at 5 µm thickness. Samples were dewaxed, rehydrated, and every 5th slide was stained with 0.04% Toluidine blue (w/v, Sigma‐Aldrich) in 0.1 M acetate buffer (pH 4) to match the sections. Haematoxylin and Eosin (general morphology, Abcam), 1% w/v Alcian Blue in 0.1 M HCl (Sigma Aldrich) and Toluidine Blue (proteoglycans), and Picrosirus Red (collagen, Abcam) stains were performed on sections from matched regions of the samples to enable direct comparison. Nuclear Fast Red (Vector Labs) was used as nuclear counterstain. Immunohistochemistry was carried out as described previously (Pirog‐Garcia et al. 2007), with DAPI as nuclear counterstain (Abcam). The DeadEnd™ Fluorometric TUNEL System (Promega) was used to quantify apoptosis. Histological sections of all agar constructs were imaged with the free‐swelling part of the construct at the top of the image. All images were acquired using an Axioscan Z1 slide scanner (Zeiss). Cell free hydrogels were used as negative controls.

### 2.8 DMMB Assay

Samples were digested with papain (Sigma‐Aldrich P4762) at 60°C for 12–16 h and the 1,9‐dimethylmethylene blue (DMMB, Sigma) assay was used to measure sulfated glycosaminoglycans (sGAG) with Chondroitin sulfate A sodium salt from bovine trachea (Sigma‐Aldrich 230699) as standard (Farndale et al. 1986). GAG measurements were normalized to the DNA content. Briefly, samples were incubated at 70°C water bath to liberate DNA, vortexed briefly, then centrifuged at 10,000*g* for 5 min to pellet remaining debris. Digested samples in triplicates and DNA standards of known concentration were mixed 1:10 v/v with 0.2 µg/mL Hoechst 33258 (Sigma‐Aldrich) in TNE, and the fluorescence was measured at 360 nm excitation and 460 nm emission in a Varioskan LUX Multimode Microplate Reader (Thermo Scientific™). Cell free hydrogels were used as negative controls.

### 2.9 MTT Assay

The MTT (4,5‐dimethylthiazol‐2‐yl‐2,5‐diphenyltetrazolium bromide, Sigma‐Aldrich) assay was used to assess metabolic activity of the cells. Briefly, MTT was mixed with media 1:4 and incubated with the cells for 24 h. The resulting formazan crystals were solubilized in dimethyl sulfoxide (DMSO, Sigma‐Aldrich) and measured at 550 nm using the Varioskan LUX Multimode Microplate Reader (Thermo Scientific™). Agarose hydrogels were dehydrated and the remaining crystals were solubilized in DMSO then analyzed.

### 2.10 Quantitative RT‐PCR

RNeasy® mini kit (QIAgen) was used to extract the RNA from the 3D models. The manufacturer's protocol was modified as per protocol developed for agarose gels by Bougault et al. (2009). Briefly, pellets were snap frozen in RLT buffer (QIAgen) with β‐mercaptoethanol (Sigma‐Aldrich) using liquid nitrogen, then homogenized in the Mikro‐Dismembrator S (Sartorius) homogenizer for 2 min at 1000 rpm. Three‐Dimensional agarose cultures were dissolved in 2 mL RLT buffer with 1.5 mL QG buffer (QIAgen) and 2 μL β‐mercaptoethanol, and passed through a QIAshredder® (QIAgen) column before RNA extraction (RNeasy® mini kit (QIAgen)). GoScript™ Reverse Transcription System (Promega) was used to generate cDNA which was RNase H (Sigma‐Aldrich) treated and subject to quantitative real‐time PCR using Power® SYBR™ Green PCR Master Mix (ABI) (primers in Table S1). Results were analyzed using the $2^{‐∆∆C_{t}}$ method (Livak and Schmittgen 2001).

### 2.11 RNA Sequencing

RNA from three biological replicates was subject to RNase‐free DNAseI treatment (EN0523, Fisher Scientific) and TruSeq Stranded mRNA Sequencing – NextSeq High‐output 75 bp single read at an average 19 M reads per sample (Gene Expression Omnibus (GEO) accession number GSE280260). Quality control (QC) was performed using FastQC (v0.11.9). Reads were quality trimmed with Trimmomatic (0.39). Kallisto (v0.46.1) was used for pseudoalignment against Ensembl mouse GRCm38 (release 94) transcriptome. Mapped transcript expression estimates were summarized to the gene level using Tximport (v1.14.0) and DESeq. 2 (v1.26.0) was used to calculate log2 fold‐change (logFC) and *p* values using the Wald test and subsequently corrected for multiple testing with the Benjamini and Hochberg method. Pathway and gene ontology analysis was performed using differentially expressed genes defined as absolute fold change ≥2 and ≤5% False Discovery Rate (FDR) using Database for Annotation, Visualization and Integrated Discovery (DAVID) software (Huang et al. 2009).

### 2.12 Statistical Analysis

Power calculations were performed before the experiments to determine the sample size using G*Power 3.1 software (Universität Kiel, Germany; Faul et al. 2007). Statistical significance was determined using Student's two‐tailed *t* test for single comparisons or analysis of variance (ANOVA) for testing the effects in multiple samples. Statistical significance was determined at *p* < 0.05. All data analysis and statistical calculations were performed using the GraphPad Prism v10.2.3 software (GraphPad Software LLC).

## 3 Results

### 3.1 Growth Factor Supplementation Improves Chondrogenic Differentiation of ATDC5 Cells in Pellets

ATDC5 cells subjected to standard 2D chondrogenic differentiation protocol showed increased proteoglycan deposition over the 21 days of culture (Figure S1C) and increased expression of the main chondrogenic markers (*Sox9*, *Col2a1*, *Acan*, *Ihh*). However, the levels of expression of type I collagen (*Col1a1*) remained stable throughout the culture despite the lack of β‐glycerophosphate additive, indicating potential dedifferentiation or fibroblast/fibrocartilage‐like phenotype, consistent with the previous reports (Wilhelm et al. 2020) (Figure S1D–G). Therefore, to optimize our culture conditions, we cultured the ATDC5 cells for 21 days in pellets (Kim et al. 2022; Tare et al. 2005). Pellet culture improved the morphology of the cells which changed from fusiform to rounded (resembling the native chondrocytes) and resulted in deposition of cartilage‐like ECM rich in proteoglycans and collagens (Figure 1A,B). Pellet culture has been shown in the past to improve the differentiation of skeletal lineage cells (Tare et al. 2005; Watts et al. 2013; Wilhelm et al. 2020; Yao and Wang 2013), however, reports vary as to the most effective culture conditions (Caron et al. 2013; Lewis et al. 2016; Takeda et al. 2021; Tare et al. 2005; Weiss et al. 2012). Several growth factors have previously been tested in primary cells, with BMP7 shown to prevent terminal differentiation of chondrocytes, and TGFβ3 shown to increase ECM deposition of type II collagen in chondrocyte pellets (Caron et al. 2013; Huang et al. 2018). Moreover, it has been shown that combined treatment with 10 ng/mL TGFβ3 and/or 10 ng/mL BMP7 stimulates redifferentiation of dedifferentiated human primary chondrocytes (HACs) in both hypoxia and normoxia conditions (Huang et al. 2018). We therefore tested whether supplementation of the chondrogenic medium with 10 ng/mL of BMP7, TGFβ3 or with BMP7 and TGFβ3 combined could further improve ATDC5 chondrogenesis in the pellet system. Interestingly, supplementation with BMP7 or a combination of BMP7 and TGFβ3 together led to a steady increase in pellet size (Figure 1C). Proteoglycan deposition remained stable in unsupplemented pellets and increased from Day 7 to Day 21 of culture in all growth factor supplemented pellets (Figure 1D). Supplementation with TGFβ3 and with combined BMP7 and TGFβ3 increased metabolic activity of the cells (Figure 1E) and proliferation (Figure S2A). Apoptosis decreased in TGFβ3 and BMP7 supplemented pellets compared with unsupplemented pellets at Day 21 (Figure 1F).

**Figure 1:**
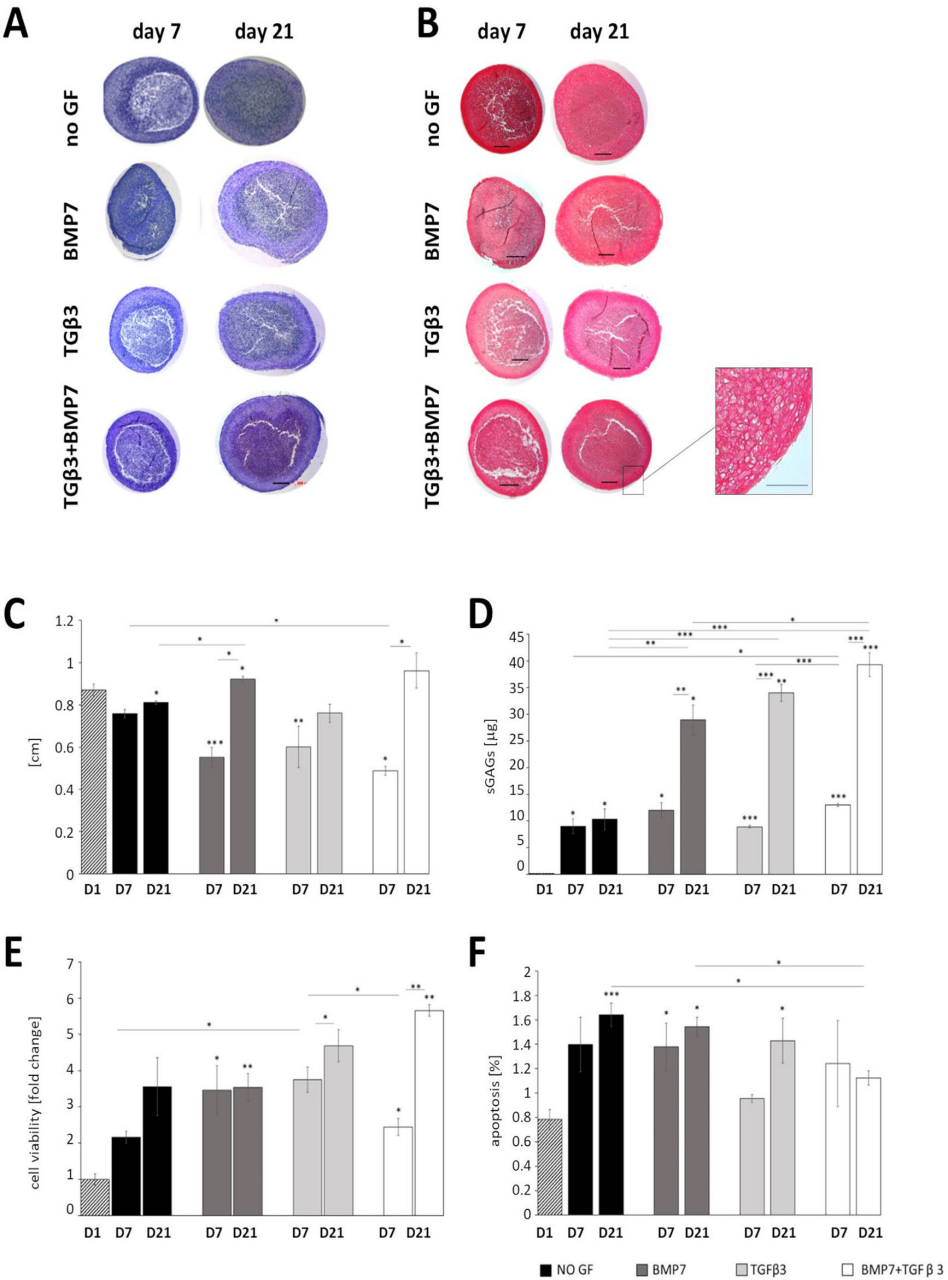
(A) Toluidine Blue staining showing proteoglycan deposition over 21 days of culture in the ATDC5 pellets cultured in the chondrogenic medium with growth factor supplementation, showing increased proteoglycan staining in pellets cultured with a combination of growth factors at Day 21. (B) Picrosirus Red staining for collagen deposition in ATDC5 pellets grown for 21 days with and without growth factor supplementation, showing uniform collagen production in all cultures. Inset: pellets show morphological zonal stratification with smaller flat cells on the pellet surface and larger cells deeper in the pellet. (C) Quantification of the area of ATDC5 pellets growth with different growth factor supplementation. (D) Quantification of the DMMB assay for sulphated proteoglycan deposition showing increased proteoglycan deposition in pelts cultured with growth factor supplementation, highest in pellets grown with a combination of TGFβ3 and BMP7. (E) Quantification of the MTT assay for cell metabolism performed for ATDC5 pellets grown with and without growth factor supplementation showing an increase in metabolic activity in pellets cultured with TGFβ3 and with TGFβ3 and BMP7. (F) TUNEL assay measuring apoptosis in the pellets, showing decreased cell death in pellets cultured with TGFβ3 and BMP7 over 21 days. Student *t* test, SEM, *n* = 3. Key: *p < 0.05; **p < 0.01; D7, Day 7; D21, Day 21. Scale bar 200 μm.

*Sox9* (transcription factor and a marker of chondrogenesis) expression was decreased at Day 7 in all supplemented pellets compared with Day 1 and increased by 2.4‐fold from Day 7 to Day 21 in unsupplemented pellets. Supplementation with TGFβ3 and BMP7 combined led to a dramatic increase in *Sox9* expression by Day 21 of culture compared with Day 0 (2D), Day 1 and Day 7 TGFβ3 and BMP7 supplemented control, while BMP7 alone had no effect on *Sox9* expression and TGFβ3 supplementation led to a 3.5‐fold decrease in expression at Day 21. TGFβ3 and BMP7 supplementation also resulted in an increase in *Col2a1* (type II collagen, the main collagen in cartilage) expression compared with Day 1 and with Day 7 TGFβ3 and BMP7 samples. *Col1a1* (type I collagen, marker of dedifferentiated cartilage) expression was decreased in all pellets compared with Day 0 2D controls and decreased in Day 7 pellets without supplementation, and in BMP7, and TGFβ3 and BMP7 supplemented pellets compared with Day 1. *Ihh*, involved in the regulation of chondrocyte proliferation and terminal differentiation, was increased in all pellets at Day 21 compared with 2D controls, increased from Day 7 to Day 21 of culture in pellets without growth factor supplementation, and in pellets supplemented with both growth factors (Figure 2A–F). Finally, immunohistochemistry showed deposition of type II collagen throughout the pellets supplemented with both growth factors, with type I collagen present in a thin layer on the surface of pellets at 21 days, potentially a result of shear stress during media changes (Figure 2G).

**Figure 2:**
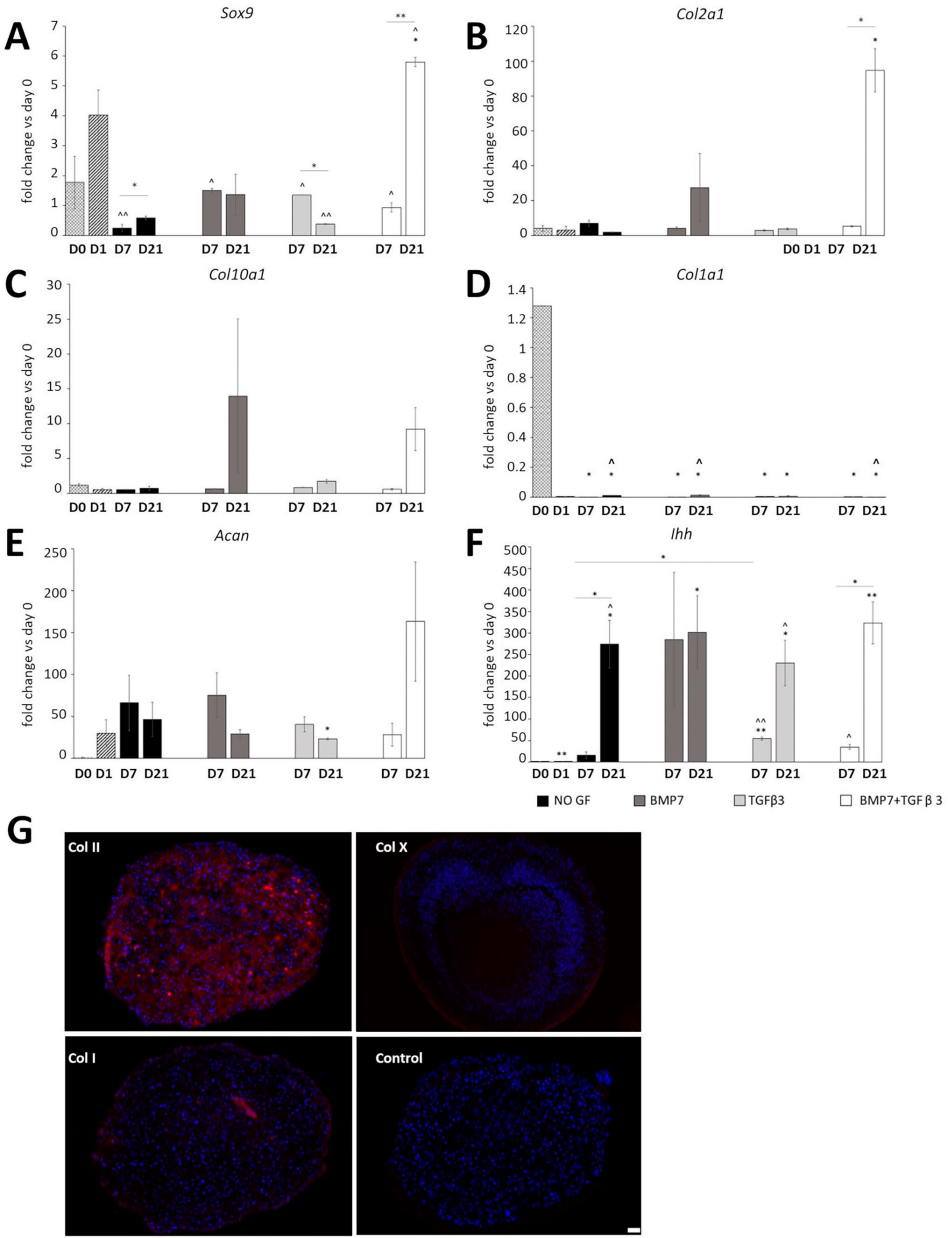
(A–F) qRT‐PCR for chondrogenesis (*Sox9*, *Col2a1*, *Acan*), differentiation (*Col10a1*, *Ihh*) and dedifferentiation (*Col1a1*) markers in 21‐day pellet culture of ATDC5 cells with growth factor supplementation (*n* = 3). (G) Immunohistochemistry for type II, type X, and type I collagen (in red) with DAPI nuclear counterstain (blue) in ATDC5 pellets cultured with TGFβ3 and BMP7 at 21 days. Student *t* test, SEM. Key: *p < 0.05 versus Day 0; **p < 0.01 versus Day 0; ^*p* < 0.05 versus Day 1; ^^*p* < 0.01 versus Day 1; NO GF, no growth factor supplementation; D7, Day 7; D21, Day 21. Scale bar 200 μm.

### 3.2 2% Agarose Supports Chondrogenic Differentiation of ATDC5 Cells

To assess the effect of 3D environment and mechanical stimulation on the differentiation of ATDC5 cells, cells were embedded in 2% w/v low melting agarose and grown in chondrogenic medium with or without growth factor supplementation for up to 21 days. It has been shown that 2% is the lowest agarose density that can withstand mechanical compression (Mauck et al. 2003; Thorpe et al. 2013), and compressive parameters have previously been characterized for agarose gels of different stiffness (Scandiucci de Freitas et al. 2006). Moreover, short period cultures in agarose have been previously used to maintain primary chondrocyte phenotype (Benya and Shaffer 1982; Charles Huang et al. 2004). Metal molds were designed to provide construct constriction (Thorpe et al. 2013) and mimicked the perichondrium/periosteum collar around the developing cartilage while allowing free swelling of the construct surface (Figure 3A and Figure S1B). Cells embedded in agarose had a rounded appearance reminiscent of primary chondrocytes and produced ECM rich in collagen and proteoglycans (Figure 3B,C). As mammalian cells lack agarase (Ng et al. 2009; Solursh 1991), culturing the cells in agar hydrogel resulted in largely pericellular ECM deposition which increased with time in culture. In particular, proteoglycan deposition increased significantly in constructs without growth factor supplementation and in constructs supplemented with TGFβ3 and BMP7, while sGAG levels were lower in constructs cultured in the presence of BMP7 alone at Day 21, compared with unsupplemented samples (Figure 3C). Cell metabolic activity and proliferation increased over time for all culture conditions (Figure 3D and Figure S2B). Apoptosis levels were not changed in any of the conditions (Figure 3E). Similarly to what we observed in the pellet cultures, qRT‐PCR analysis (Figure 4A–F) showed that *Sox9* was dramatically increased in the agar cultures supplemented with TGFβ3 and BMP7, compared with the unsupplemented constructs at Day 21 and to the TGFβ3 and BMP7 samples at Day 7. *Sox9* also increased in samples without growth factor supplementation but did not increase in constructs cultured in BMP7 or TGFβ3. *Col2a1* expression and *Col10a1* (marker of chondrocyte hypertrophy) was increased at Day 21 in all culture conditions. *Col1a1* expression was lower than in 2D cultures for all conditions apart from Day 21 in the unsupplemented constructs which showed no difference. Expression of *Acan* (aggrecan, the main proteoglycan in cartilage) was increased from Day 7 to Day 21 in unsupplemented samples and dramatically increased in the presence of TGFβ3 and BMP7. *Ihh* expression was increased in all samples compared with Day 0 and increased from Day 7 to Day 21 in unsupplemented and in TGFβ3 and BMP7 supplemented samples. In conclusion, similar to the pellet culture, a combination of BMP7 and TGFβ3 appeared most advantageous for the enhanced expression of chondrogenic markers and production of cartilage ECM. Immunohistochemistry confirmed deposition of type II collagen in the agar lacunae and undetectable type I collagen staining in the constructs cultured for 21 days in the presence of TGFβ3 and BMP7. Type X collagen was also detected in the constructs indicating terminal differentiation (Figure 4G).

**Figure 3:**
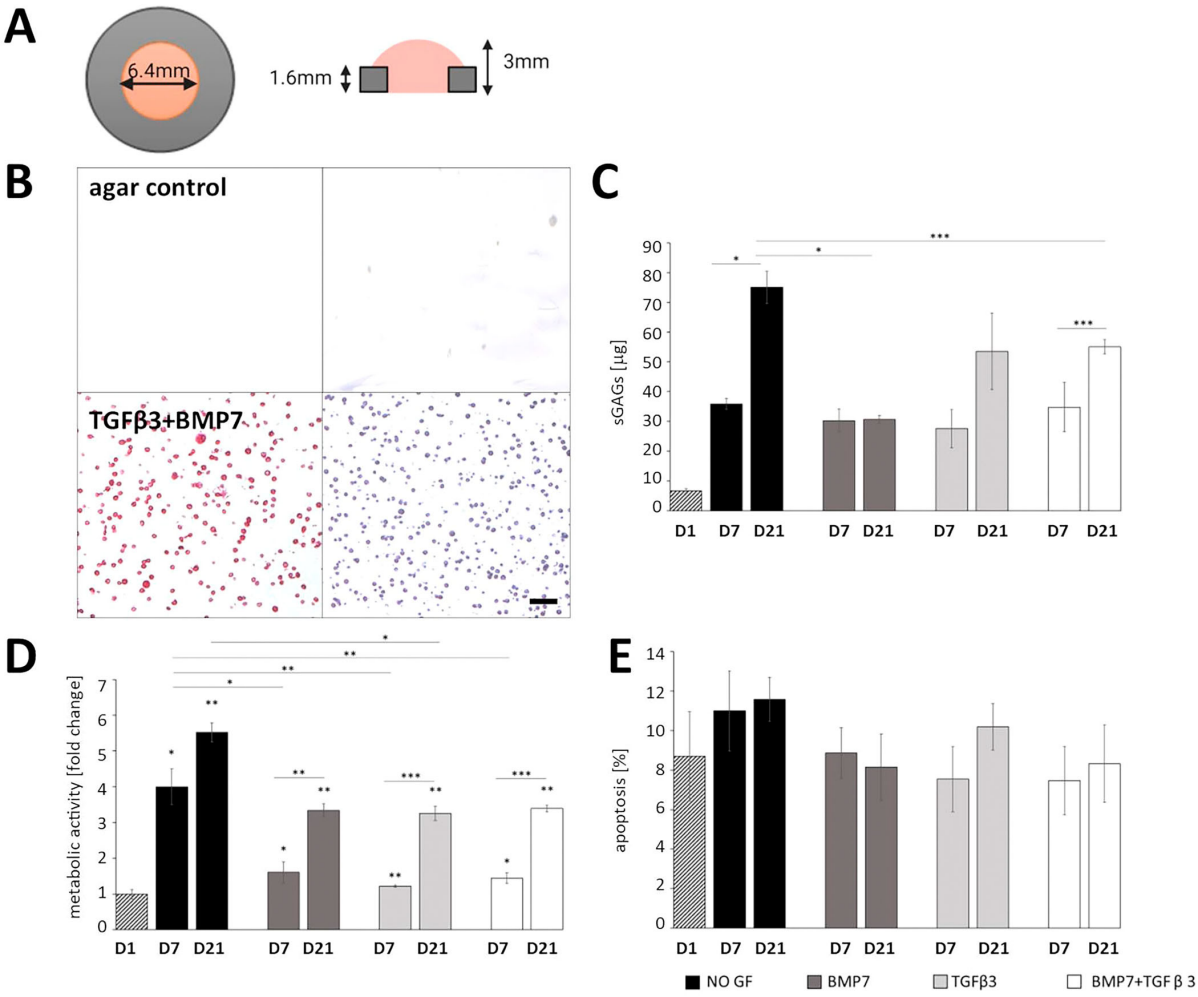
(A) Schematic image of the 2% low melting agarose construct, with the perimeter of the construct constricted by an autoclavable metal washer. (B) Histological assessment of the 2% agarose constructs with 10 × 10^6^ ATDC5 cells at Day 21 using Picrosirus Red (collagen deposition) and Toluidine Blue (proteoglycan deposition). (C) DMMB assay to quantify sulphated proteoglycans showing an increase in proteoglycan deposition in constructs cultured in chondrogenic medium alone and in constructs grown in the presence of TGFβ3 and BMP7 for 21 days (*n* = 3). (D) Metabolic activity of ATDC5 cells encased in agar measured by the MTT assay showing increased cell metabolic activity over time in all constructs cultured with growth factor supplementation (*n* = 3). (E) Quantification of the TUNEL assay for apoptosis, expressed as percentage of total cells in the tissue and showing that apoptosis is not increased by culture in low melting agarose and remained constant throughout the culture (*n* = 3). Student *t* test, SEM. Key: *p < 0.05; **p < 0.01; NO GF, no growth factor supplementation; D7, Day 7; D21, Day 21. Scale bar 100 μm.

**Figure 4:**
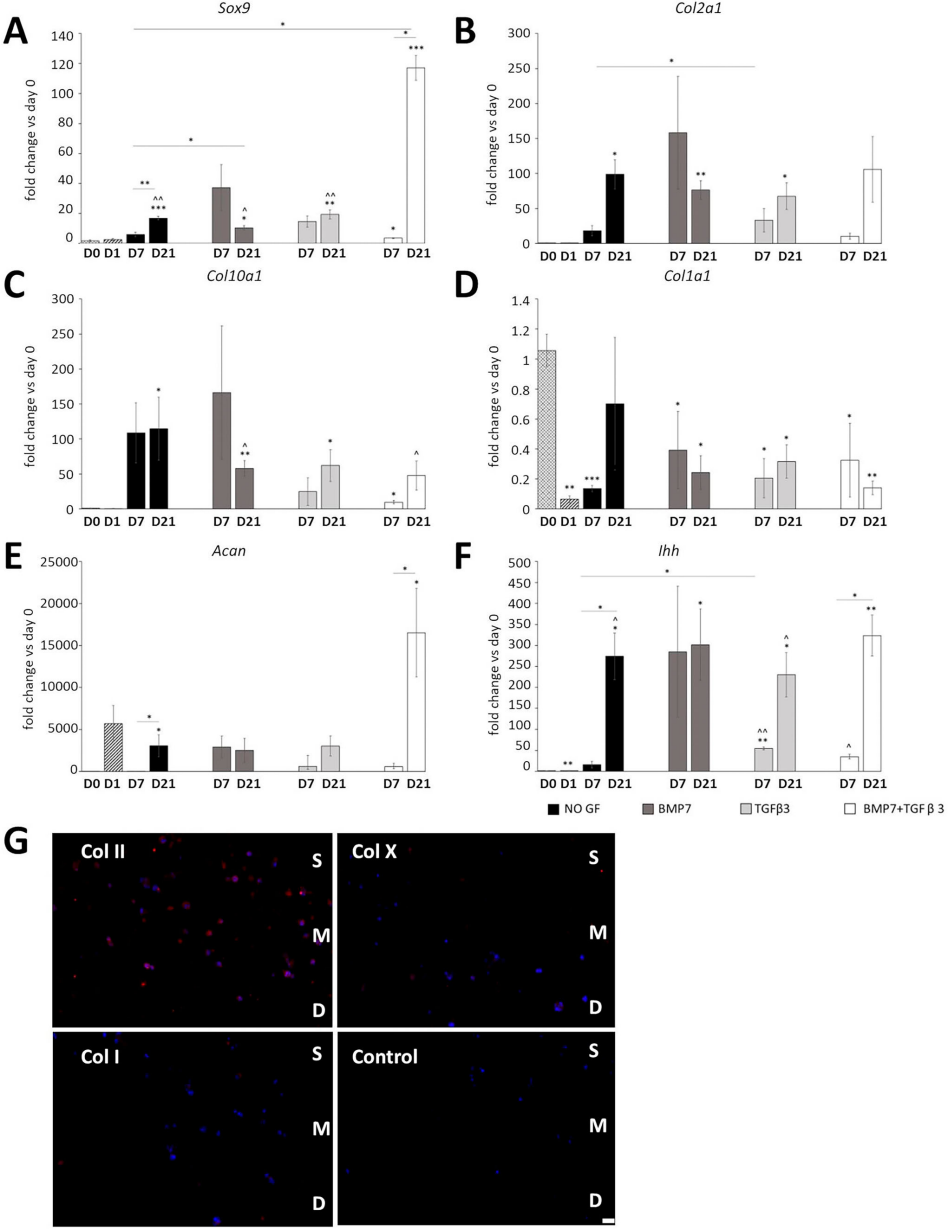
(A–F) qRT‐PCR of chondrogenesis (*Sox9*, *Col2a1*, *Acan*), differentiation (*Col10a1*, *Ihh*) and dedifferentiation (*Col1a1*) markers over 21 days of ATDC5 agarose culture (*n* = 3). (G) Immunohistochemistry for type II collagen, type X, and type I collagen (in red) in 2% agarose cultures supplemented with TGFβ3 and BMP7 at Day 21, with DAPI (in blue) as nuclear counterstain. Student *t* test, SEM. Key: *p < 0.05 versus Day 0; **p < 0.01 versus Day 0; ***p < 0.001 versus Day 0; ^*p* < 0.05 versus Day 1; ^^*p* < 0.01 versus Day 1; NO GF, no growth factor supplementation; D7, Day 7; D14, Day 14; D21, Day 21. S, superficial; M, medium; D, deep zone of the constructs. Scale bar 50 μm.

RNA sequencing was performed to elucidate the pathways triggered by encasing the ATDC5 cells in agarose while cultured with BMP7 and TGFβ3 supplementation for 21 days. 

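ATDC5 is a mouse chondroprogenitor cell line that differentiates along the chondrocyte lineage in culture. The RNA sequencing covered 7 groups of 3 libraries each, 21 in all. The groups were Day 1 controls, and uncompressed and compressed agarose constructs at Day 7, Day 14 and Day 21. The text of the paper does not say whether the sequenced Day 1 controls were in agarose. A fold change against Day 1 therefore does not separate agarose from time in culture. For Fig. 6B, the paper compares constructs with Day 1 controls in images of cells that its caption describes as grown in agarose. The authors sequenced stranded mRNA libraries, trimmed the reads with Trimmomatic and assigned them to the GRCm38 transcriptome with kallisto, which matches reads to transcripts without placing them on the genome. They then summed the estimates to genes with tximport and compared groups with the Wald test of DESeq2.

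The data used here are one deposited table of the authors' 9 comparisons, with a log2 fold change and a Benjamini-Hochberg adjusted p-value per gene. It compares each state and day with Day 1, and compressed with uncompressed constructs on each day. It holds no value per library. The depth of each library, the spread between replicates and the weight of any single library could therefore not be measured here, and the average depth the paper gives could not be compared with the values.

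Of 36121 listed genes, 25608 had a fold change, and 17339 had an adjusted p-value for uncompressed constructs against Day 1 at Day 7, 17825 at Day 14 and 17339 at Day 21. The standard error (SE) of each log2 fold change was recovered by undoing the Benjamini-Hochberg adjustment within each comparison and dividing the fold change by the Wald statistic. In simulated data the recovered SE was a median of 1.00 times the true SE over 14971 genes. The median recovered SE of the tested genes was 0.20 at Day 7, 0.21 at Day 14 and 0.20 at Day 21. Genes were called differentially expressed at an absolute fold change of at least 2 and an adjusted p of 0.05 or less, the threshold the paper's methods give for its pathway analysis. Called-gene numbers, named-gene values and list tests were also recomputed with the trend of the log2 fold change on transcript GC content removed. This alternative was chosen after the values had been seen. Ranks of genes, counts of collagen genes and the carry-over of compression calls between days were not recomputed in this way. Gene positions are those of GRCm38.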

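The authors' deposited table held 2160 genes past both thresholds for uncompressed constructs at Day 7 against the Day 1 controls, of which 1251 were higher and 909 lower. For Day 14 it held 2109 such genes, 1379 higher and 730 lower, and at Day 21 it held 1965, 1117 higher and 848 lower. The fold threshold moved these numbers most. With an adjusted p of 0.05 or less at any fold change, the authors' deposited table gave 6390, 6254 and 5625 genes. After removal of the GC trend, 2103, 1988 and 1914 genes passed both thresholds. Of the genes called as deposited that had a GC value, 2008 of 2126 at Day 7, 1833 of 2080 at Day 14 and 1814 of 1941 at Day 21 were still called in the same direction.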

There were 4053 differentially expressed genes in Day 7 samples, 3931 at Day 14, and 3544 differentially expressed genes at Day 21 compared with Day 1 controls (Figure 5A,B). A large percentage of the downregulated and upregulated genes were shared between the experimental day points, indicating that the agarose culture itself had a profound and prolonged effect on the ATDC5 biology. 

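Overlapping the lists of the 3 uncompressed comparisons gave 1002 genes called in the same direction on all 3 days, 619 higher and 383 lower than at Day 1. They made up 46.4% of the genes called at Day 7, 47.5% of those at Day 14 and 50.99% of those at Day 21. Of the 3409 genes called on any day, 707 were called only at Day 7, 376 only at Day 14 and 504 only at Day 21. The 3 comparisons share the Day 1 libraries, so some overlap arises without any effect. In 20 simulations of unchanged groups against shared Day 1 libraries, at most 0 of 15250 genes were called on all 3 days. With no changed genes, the adjustment leaves few calls by design, so this number alone says little. At an unadjusted p of 0.05 or less, a median of 50 simulated genes passed on all 3 days in the same direction, against 3249 observed genes. The 3 fold changes had the same sign in 49.8% of the simulated genes and in 59.3% of the observed genes. The simulation covers only sampling noise of the shared libraries. It cannot separate a state of the Day 1 cultures from an effect of agarose. When the GC trend was removed, 982 genes were shared. From the large share of genes common to the days, the paper concludes that agarose culture itself had a profound and prolonged effect on the cells.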

Several collagen genes associated with cartilage development, including *Col2a1*, *Col9a1*, *Col9a2*, *Col9a3*, *Col10a1*, *Col11a1* were increased in the constructs, while markers of fibroblasts and chondrocyte dedifferentiation (*Col1a1, Col1a2, Col5a3*) were downregulated (Figure 5C). 

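The authors' deposited table (Wald test with Benjamini-Hochberg adjustment) gave *Col2a1* (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695) a log2 fold change against Day 1 of 4.37 (SE 0.21, adjusted p = 1.6e-92) at Day 7, 5.12 (SE 0.21, adjusted p = 4.8e-127) at Day 14 and 4.31 (SE 0.21, adjusted p = 3.8e-90) at Day 21. *Col9a1* (ENSMUSG00000026147, chromosome 1, 24177610 to 24252684) rose further, by 5.86 (SE 0.21, adjusted p = 9.5e-161) at Day 7, 6.42 (SE 0.21, adjusted p = 4.4e-192) at Day 14 and 6.67 (SE 0.22, adjusted p = 7.8e-207) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). *Col10a1* (ENSMUSG00000039462, chromosome 10, 34389981 to 34397085) stood at 6.29 (SE 0.28, adjusted p = 3.4e-107) at Day 7, 6.68 (SE 0.29, adjusted p = 3.1e-117) at Day 14 and 5.26 (SE 0.27, adjusted p = 8.3e-83) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). *Col9a2* (ENSMUSG00000028626, chromosome 4, 121039385 to 121055322), *Col9a3* (ENSMUSG00000027570, chromosome 2, 180597790 to 180622189) and *Col11a1* (ENSMUSG00000027966, chromosome 3, 114030540 to 114220718) were also higher on every day in the authors' deposited table. Their log2 fold changes lay between 2.15 for *Col9a3* at Day 7 and 4.80 for *Col9a2* at Day 14, with recovered SE between 0.15 and 0.34.

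*Col1a1* (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) was lower, with -0.66 (SE 0.15, adjusted p = 5.9e-05) at Day 7, -0.56 (SE 0.15, adjusted p = 8.9e-04) at Day 14 and -0.49 (SE 0.15, adjusted p = 0.0044) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). For *Col1a2* (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544) the authors' deposited table (Wald test with Benjamini-Hochberg adjustment) gave -0.31 (SE 0.13, adjusted p = 0.0456) at Day 7, -0.03 (SE 0.13, adjusted p = 0.88) at Day 14 and -0.39 (SE 0.13, adjusted p = 0.0096) at Day 21, and its Day 7 value became -0.21 (adjusted p = 0.197) in a Wald test on the recovered standard errors with Benjamini-Hochberg adjustment once the GC trend was removed. For *Col5a3* (ENSMUSG00000004098, chromosome 9, 20770050 to 20815067) the authors' deposited table (Wald test with Benjamini-Hochberg adjustment) gave -1.56 (SE 0.28, adjusted p = 3.2e-07) at Day 7, -0.56 (SE 0.27, adjusted p = 0.0913) at Day 14 and -0.73 (SE 0.27, adjusted p = 0.0238) at Day 21. The Day 14 value of *Col5a3* became -0.85 (adjusted p = 0.0060) in a Wald test on the recovered standard errors with Benjamini-Hochberg adjustment with the GC trend removed.

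Over all collagen genes the authors tested, 15 of 39 were higher and 6 lower at Day 7 at an adjusted p of 0.05 or less. The corresponding numbers were 20 and 5 of 41 at Day 14, and 15 and 9 of 39 at Day 21.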

Among the top 50 upregulated genes at all time points were the cartilage genes *Col2a1*, *Col9a1*, *Col9a2*, *Col10a1*, *Colgalt2*, and *Dcn*. 

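Genes with an adjusted p of 0.05 or less in the authors' deposited table were ranked by log2 fold change, which gave 3149 upregulated genes at Day 7, 3112 at Day 14 and 2910 at Day 21. *Col10a1* ranked 4, 5 and 14, and *Col9a1* ranked 7, 8 and 1, at Day 7, Day 14 and Day 21. *Colgalt2* (ENSMUSG00000032649, chromosome 1, 152399830 to 152510695), which encodes a collagen galactosyltransferase, ranked 9, 14 and 19. *Col2a1* ranked 28, 21 and 32, and *Dcn* (ENSMUSG00000019929, chromosome 10, 97479609 to 97518143), which encodes decorin, ranked 31, 29 and 22. *Col9a2* ranked 62, 27 and 78, inside the top 50 at Day 14 only. Ranking by adjusted p in place of the fold change moved *Col9a2* to 173, 104 and 174 on these days. The authors' deposited table (Wald test with Benjamini-Hochberg adjustment) gave *Colgalt2* a log2 fold change of 5.59 (SE 0.19, adjusted p = 2.7e-185) at Day 7, 5.84 (SE 0.19, adjusted p = 2.8e-202) at Day 14 and 4.98 (SE 0.19, adjusted p = 3.7e-147) at Day 21. For *Dcn* it was 4.26 (SE 0.18, adjusted p = 7.8e-116) at Day 7, 4.74 (SE 0.18, adjusted p = 2.7e-143) at Day 14 and 4.86 (SE 0.18, adjusted p = 3.1e-150) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment).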

Other cartilage related genes such as *Matn3*, *Comp*, and *Acan* were also highly upregulated (> 4‐fold). 

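A 4-fold increase is a log2 fold change of 2. The authors' deposited table (Wald test with Benjamini-Hochberg adjustment) gave *Acan* (ENSMUSG00000030607, chromosome 7, 79053483 to 79115099), which encodes aggrecan, a log2 fold change of 3.19 (SE 0.20, adjusted p = 2.4e-56) at Day 7, 3.58 (SE 0.20, adjusted p = 1.1e-70) at Day 14 and 3.11 (SE 0.20, adjusted p = 1.8e-53) at Day 21. *Comp* (ENSMUSG00000031849, chromosome 8, 70373558 to 70382066) stood at 2.75 (SE 0.38, adjusted p = 7.1e-12) at Day 7, 3.33 (SE 0.40, adjusted p = 1.5e-15) at Day 14 and 3.32 (SE 0.40, adjusted p = 2.1e-15) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). *Matn3* (ENSMUSG00000020583, chromosome 12, 8947929 to 8972028) rose with time, from 2.17 (SE 0.41, adjusted p = 1.2e-06) at Day 7 to 3.25 (SE 0.46, adjusted p = 1.8e-11) at Day 14 and 5.06 (SE 0.51, adjusted p = 1.2e-21) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). The Day 7 value of *Matn3* exceeded a 4-fold increase by less than its recovered SE. The rise of *Matn3* from Day 7 to Day 21 was 2.89 (SE 0.43, adjusted p = 4.7e-10) by a Wald test on the recovered standard errors with Benjamini-Hochberg adjustment.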

The GO terms for the differentially expressed genes shared between the experimental points included signal transduction, cell differentiation, cell adhesion, ECM organization, cell proliferation, response to hypoxia, WNT signaling, cartilage development, endocytosis, calcium ion transport, and integrin‐mediated signaling (Figure 5D). 

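*Wnt5b* (ENSMUSG00000030170, chromosome 6, 119432531 to 119544347) and *Wnt11* (ENSMUSG00000015957, chromosome 7, 98835112 to 98855195) encode secreted WNT ligands. In uncompressed constructs the authors' deposited table (Wald test with Benjamini-Hochberg adjustment) gave *Wnt5b* a log2 fold change against Day 1 of 2.11 (SE 0.18, adjusted p = 1.1e-30) at Day 7, 2.60 (SE 0.18, adjusted p = 1.1e-47) at Day 14 and 1.90 (SE 0.18, adjusted p = 6.8e-25) at Day 21. For *Wnt11* the authors' deposited table (Wald test with Benjamini-Hochberg adjustment) gave 2.78 (SE 0.28, adjusted p = 3.1e-21) at Day 7, 2.87 (SE 0.28, adjusted p = 7.6e-23) at Day 14 and 2.17 (SE 0.28, adjusted p = 3.1e-13) at Day 21. Between Day 7 and Day 21 *Wnt5b* changed by -0.21 (SE 0.16, adjusted p = 0.315) and *Wnt11* by -0.61 (SE 0.25, adjusted p = 0.0368) (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). Without the GC trend, the change of *Wnt5b* was -0.54 (adjusted p = 0.0044) and that of *Wnt11* -0.82 (adjusted p = 0.0042) (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment).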

*Wnt5b* and *Wnt11* implicated in chondrogenesis and expressed by the prehypertrophic chondrocytes (Bradley and Drissi 2011) were also increased in the agarose cultures. Mechanoresponsive IHH signaling appeared active in the ATDC5 cells grown in the agarose constructs, with upregulation of *Smo*, *Gli1*, and *Gli2*. 

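*Smo* (ENSMUSG00000001761, chromosome 6, 29735503 to 29761365) encodes the transducer of hedgehog signals, and *Gli1* (ENSMUSG00000025407, chromosome 10, 127329882 to 127341974) and *Gli2* (ENSMUSG00000048402, chromosome 1, 118834132 to 119053619) encode transcription factors of the pathway. *Smo* had a log2 fold change against Day 1 of 0.16 (SE 0.11, adjusted p = 0.241) at Day 7, 0.48 (SE 0.11, adjusted p = 5.1e-05) at Day 14 and 0.51 (SE 0.11, adjusted p = 1.6e-05) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). Once the GC trend was removed, it was 0.28 (adjusted p = 0.0247) at Day 7 and 0.25 (adjusted p = 0.0511) at Day 14 (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). *Gli1* had -0.82 (SE 0.35, adjusted p = 0.051) at Day 7, 0.88 (SE 0.36, adjusted p = 0.0462) at Day 14 and 0.73 (SE 0.36, adjusted p = 0.112) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). The Day 14 value of *Gli1* became 0.63 (adjusted p = 0.186) with the GC trend removed (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). *Gli2* had -0.28 (SE 0.22, adjusted p = 0.348) at Day 7, 0.43 (SE 0.22, adjusted p = 0.116) at Day 14 and 0.78 (SE 0.22, adjusted p = 0.0019) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment).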

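*Pth1r* (ENSMUSG00000032492, chromosome 9, 110722085 to 110747145) encodes the receptor of parathyroid hormone-related protein, and *Pthlh* (ENSMUSG00000048776, chromosome 6, 147252101 to 147264183) encodes its ligand. In uncompressed constructs the log2 fold change of *Pth1r* against Day 1 was 0.15 (SE 0.20, adjusted p = 0.628) at Day 7, 0.75 (SE 0.20, adjusted p = 0.0010) at Day 14 and 0.58 (SE 0.20, adjusted p = 0.0156) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). After removal of the GC trend, it was 0.48 (adjusted p = 0.0534) at Day 14 and 0.36 (adjusted p = 0.174) at Day 21 (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). The log2 fold change of *Pthlh* was -0.07 (SE 0.28, adjusted p = 0.883) at Day 7, 1.45 (SE 0.31, adjusted p = 2.1e-05) at Day 14 and 2.09 (SE 0.31, adjusted p = 2.4e-10) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). The increase of *Pthlh* from Day 7 to Day 21 was 2.17 (SE 0.28, adjusted p = 2.9e-13) by a Wald test on the recovered standard errors with Benjamini-Hochberg adjustment.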

*Pth1r* and *Pthlh* were also upregulated, suggesting a functioning signaling loop. Moreover, *Fgf21*, shown to alleviate senescence, apoptosis, and ECM degradation in osteoarthritis via the SIRT1‐mTOR signaling pathway (Lu et al. 2021), was upregulated in the agarose encased cells, together with *Fgf1* and *2*, markers of human fetal growth plate cartilage, and *Fgfr*3, a key regulator of chondrogenesis.

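The authors' deposited table (Wald test with Benjamini-Hochberg adjustment) gave *Fgf21* (ENSMUSG00000030827, chromosome 7, 45613886 to 45615490) a log2 fold change against Day 1 of 1.98 (SE 0.37, adjusted p = 1.2e-06) at Day 7, 2.43 (SE 0.39, adjusted p = 6.6e-09) at Day 14 and 1.70 (SE 0.36, adjusted p = 2.1e-05) at Day 21. *Fgf1* (ENSMUSG00000036585, chromosome 18, 38838673 to 38929472) stood at 2.01 (SE 0.25, adjusted p = 1.9e-14) at Day 7, 1.57 (SE 0.25, adjusted p = 3.8e-09) at Day 14 and 0.98 (SE 0.25, adjusted p = 5.2e-04) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). *Fgf2* (ENSMUSG00000037225, chromosome 3, 37348346 to 37410108) stood at 2.13 (SE 0.34, adjusted p = 6.2e-09) at Day 7, 1.01 (SE 0.34, adjusted p = 0.010) at Day 14 and 1.54 (SE 0.34, adjusted p = 4.4e-05) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). *Fgfr3* (ENSMUSG00000054252, chromosome 5, 33721674 to 33737068) stood at 1.93 (SE 0.18, adjusted p = 7.1e-26) at Day 7, 2.41 (SE 0.18, adjusted p = 1.2e-40) at Day 14 and 2.28 (SE 0.18, adjusted p = 5.2e-36) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). Each of these values kept its direction and an adjusted p of 0.05 or less with the GC trend removed.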

**Figure 5:**
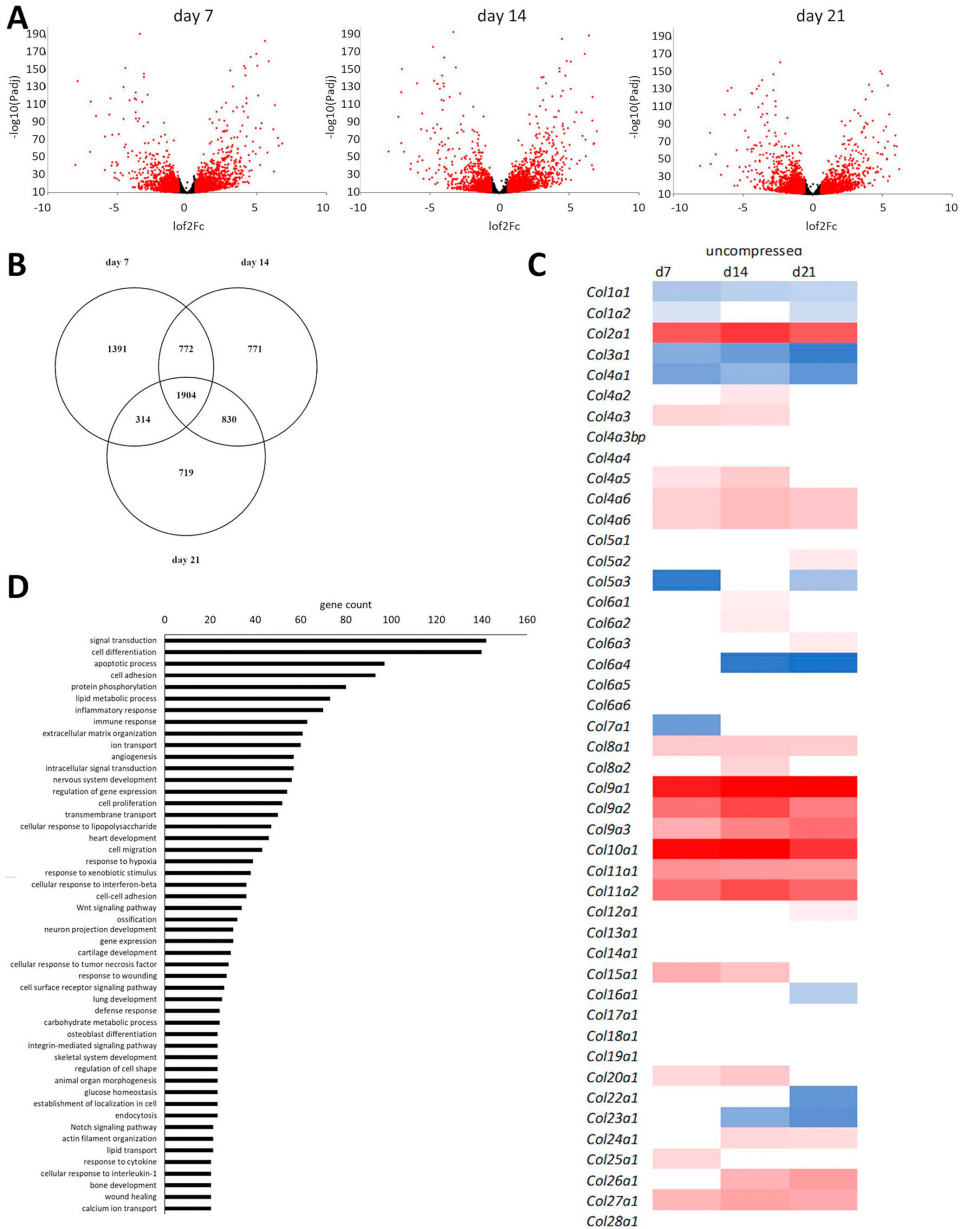
(A) Volcano plots showing differential gene expression (in red) at Day 7, Day 14, and Day 21 of culture in 2% low melting agarose with 10 ng/mL TGFβ3 and BMP7, compared with Day 1 controls. (B) Venn diagram of differentially expressed genes, showing a high overlap between the experimental timepoints. (C) Heat map of collagen gene expression in the ATDC5 cells cultured in 2% agarose constructs with 10 ng/mL TGFβ3 and BMP7 supplementation, showing an increase in cartilage specific collagens. (D) GO terms and the related gene counts pertaining to the differentially expressed genes shared between Day 7, Day 14, and Day 21 analysis. Key: d7, Day 7; d14, Day 14; d21, Day 21.

### 3.3 Dynamic Compression Further Improves ATDC5 Chondrogenesis in 2% Agarose Hydrogel

Under physiological conditions, articular cartilage is exposed to shear stress and compressive forces that serve as a stimulus to remodel the ECM and regulate chondrogenic differentiation (Bougault et al. 2009; Jutila et al. 2015). In hyaline cartilage, pericellular matrix (PCM) serves as a biomechanical and biochemical transducer for the chondrocytes (Wilusz et al. 2014), and previous studies of dynamically compressed chondrocytes in agarose hydrogels also show higher deposition of sGAG upon compression (Anderson and Johnstone 2017; Kelly et al. 2006; Tsuang et al. 2008). It's been previously shown that compression at 3%–10% strain and frequency of 0.17–0.5 Hz for up to 12 h leads to anabolic responses in cartilage, whereas higher frequencies and load strain and duration induce catabolic changes (Nicodemus and Bryant 2010). Human striking gait when walking is in the range of 0.2–1 Hz; therefore, for our dynamic compression experiments, we have chosen the 0.33 Hz frequency to mimic physiological conditions (Long and Srinivasan 2013; Nilsson and Thorstensson 1987). To test whether ATDC5 cells can be used to model mechanical impacts seen in native cartilage, 2% w/v low melting agarose constructs seeded with ATDC5 cells were cultured for 21 days with BMP7 and TGFβ3 supplementation and subjected to dynamic compression for 30 min daily starting on Day 7 of culture. A cross‐section of a well of the BioPress® compression plate containing a sample and placed in the Flexcell FX5000™ Compression System is shown on the schematic in Figure 6A. Interestingly, SEM imaging showed increased accumulation of pericellular material in the uncompressed and compressed constructs at Day 21 compared with the Day 1 controls (Figure 6B). This had an impact on the overall tissue stiffness which showed a nanoscale Young's modulus of > 15 kPa at Day 21, comparable with native mouse cartilage (Stolz et al. 2009) (Figure 6C). Dynamic compression led to a gradual increase in pericellular deposition of collagen and proteoglycan in the compressed samples compared with the uncompressed controls (Figure 6D,E). Our low impact compression regime had no effect on the metabolic activity of cells (Figure 6F), which increased throughout culture in both compressed and uncompressed constructs. However, proliferation increased in Day 7 compressed samples compared with the uncompressed controls (Figure S2C). There was no difference in apoptosis between the compressed and uncompressed samples (Figure 6G).

**Figure 6:**
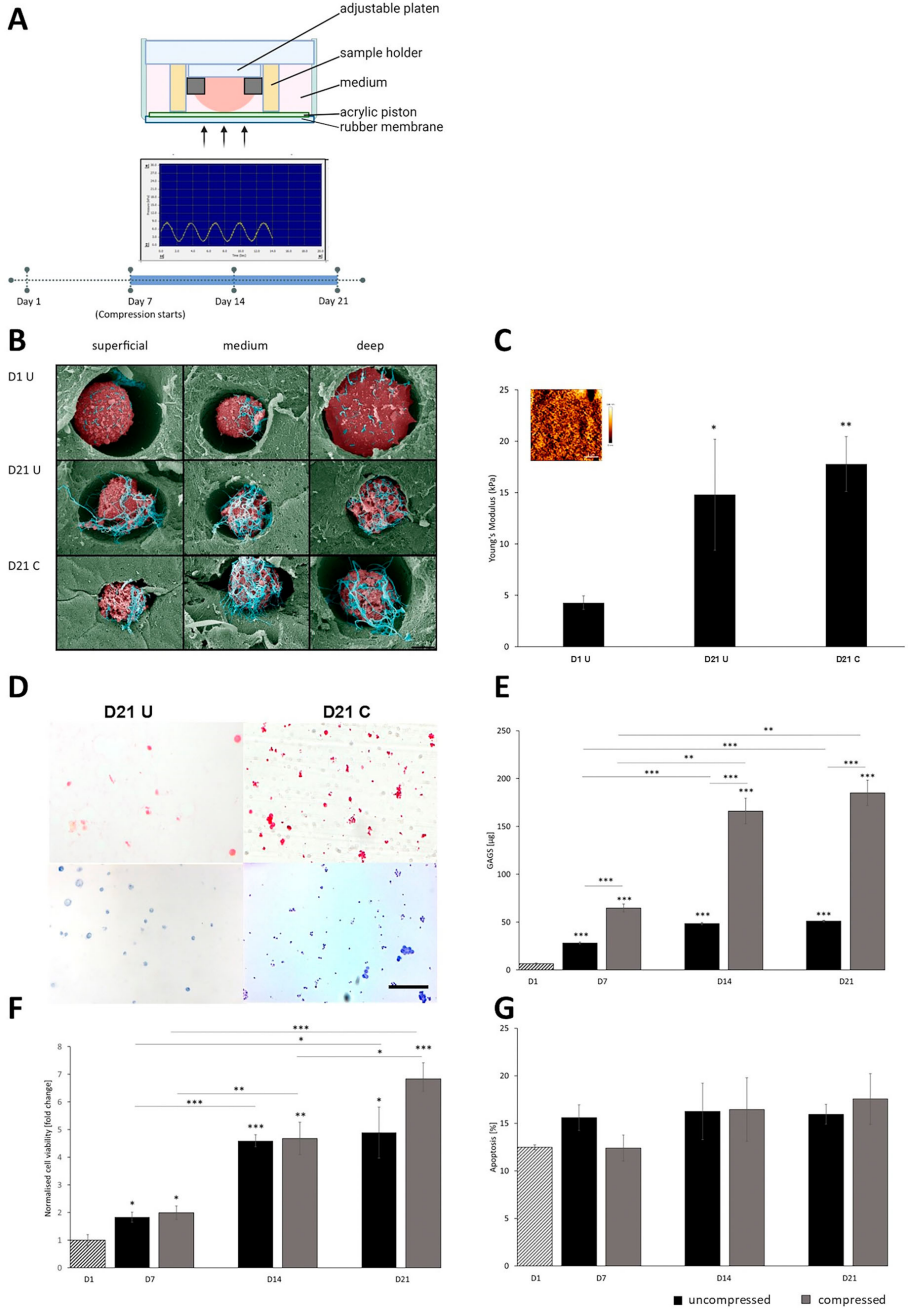
(A) Schematic drawing of the experimental set up for the compression regime, with hydrogel samples placed in the sterile BioPress® compression cell culture plates and subjected to 30 min/day sinusoid compression at 10 kPa, 0.33 Hz strain. Compression started on Day 7 of culture and continued daily until Day 21. (B) False‐colored scanning electron microscopy (SEM) images of ATDC5 cells (red) grown in 2% low melting agarose hydrogel (green), showing increased deposition of pericellular material (blue) with time of culture. Scale bar 5 µm. (C) Atomic force microscopy (AFM) measurement of the tissue nanostiffness showing an increase in tissue stiffness on Day 21 samples compared with Day 1 controls. Inset: representative AFM height image at Day 21 (*n* = 3). (D) Histological assessment of the 2% agarose constructs at Day 21 using Picrosirus Red (collagen deposition) and Toluidine Blue (proteoglycan deposition), showing increased pericellular staining in the samples subjected to daily dynamic compression. Scale bar 100 µm. (E) Quantification of the sGAG deposition using DMMB assay, showing increased proteoglycan deposition in the compressed samples when compared with the uncompressed controls at all timepoints (*n* = 3). (F) MTT assay showing increased metabolic activity over the time of culture for both uncompressed and compressed constructs (*n* = 3). (G) TUNEL assay showing a decrease in apoptosis at Day 21 in both compressed and uncompressed samples (*n* = 3). Student *t* test, SEM. Key: D7, Day 7; D14, Day 14; D21, Day 21. U, uncompressed; C, compressed. *p < 0.05; **p < 0.01; ***p < 0.001.

Dynamic compression increased the expression of chondrogenic markers (Figure 7A–F), including *Sox9* at Day 21, *Col2a1* and *Acan* at Day 14 and Day 21, and *Col10a1* at Day 14 when compared with the uncompressed controls. Type I collagen (*Col1a1*) expression was much lower in the compressed samples than the uncompressed controls, and significantly lower than Day 0 in all samples. *Ihh* expression increased in the uncompressed samples at Day 21, and in the compressed samples followed a pattern similar to the *Sox9* expression. Immunohistochemistry for type I, II, and X collagen confirmed the RT‐qPCR results and showed an increase in type II collagen deposition upon compression. Moreover, type X collagen was increased in the compressed samples suggesting terminal differentiation (chondrocyte hypertrophy), while type I collagen staining was decreased in the compressed samples (Figure 7G).

**Figure 7:**
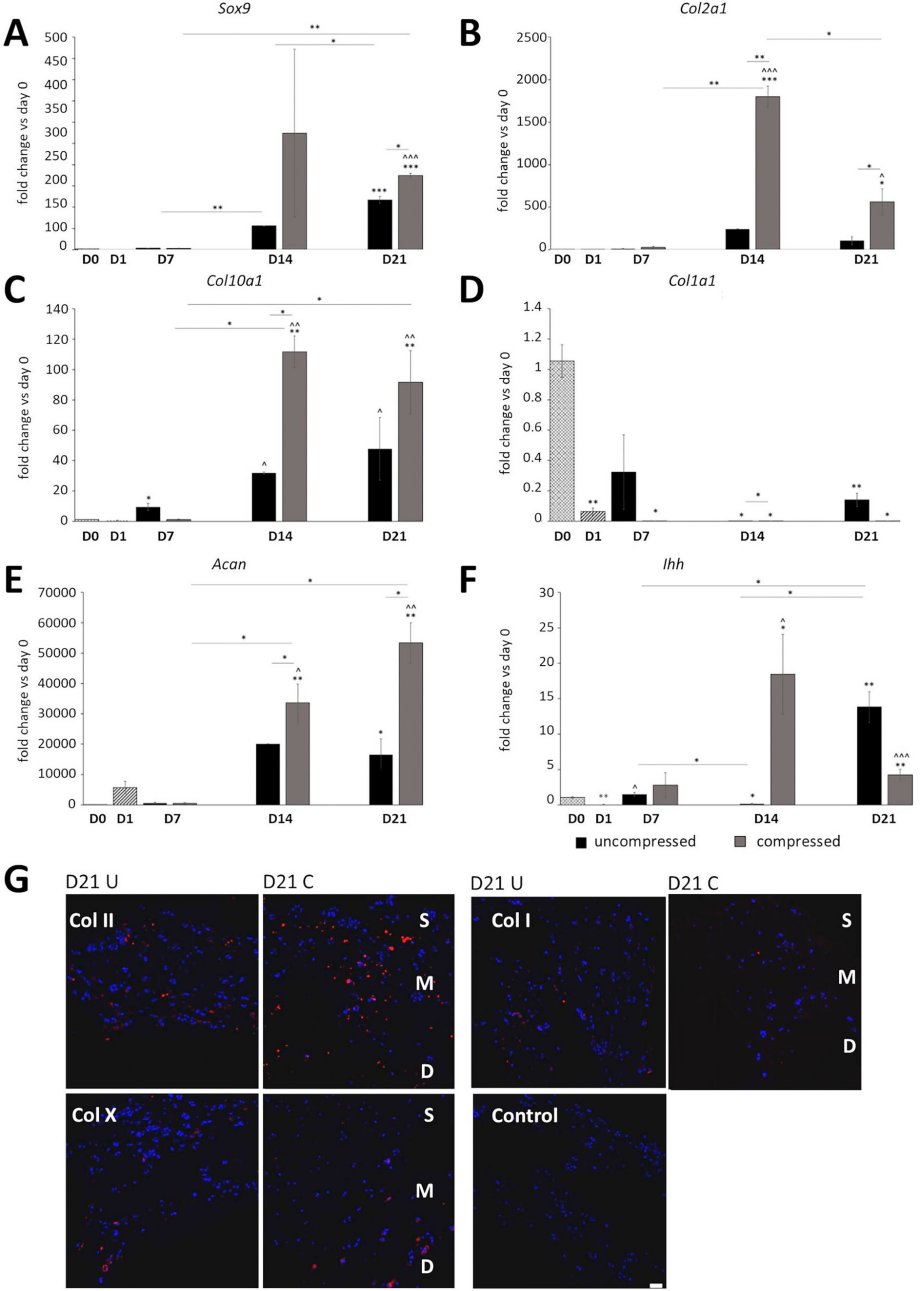
(A–F) qRT‐PCR of chondrogenesis (*Sox9*, *Col2a1*, *Acan*), differentiation (*Col10a1*, *Ihh*) and dedifferentiation (*Col1a1*) markers over 21 days of ATDC5 agarose culture with and without compression (*n* = 3). (G) Immunohistochemistry for type II collagen, type X, and type I collagen (in red) in 2% compressed and uncompressed agarose cultures at Day 21, with DAPI (in blue) as nuclear counterstain. Student *t* test, SEM. Key: *p < 0.05 versus Day 0, **p < 0.01 versus Day 0, ***p < 0.001 versus Day 0, ^*p* < 0.05 versus Day 1, ^^*p* < 0.01 versus Day 1, ^^^*p* < 0.001 versus Day 1, D7, Day 7; D14, Day 14; D21, Day 21. S, superficial; M, medium; D, deep zone of the construct. U, uncompressed; C, compressed. Scale bar 50 μm.

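Compressed constructs were loaded for 30 min a day at 10 kPa and 0.33 Hz from Day 7 and were left to recover for 1 h before harvest. They were sequenced at Day 7, Day 14 and Day 21, with 3 libraries per day, and the authors compared each day with the same Day 1 controls. Adjusted p-values were given for 17339 genes at Day 7, 17825 at Day 14 and 17825 at Day 21. The median recovered SE of the log2 fold change was 0.20, 0.21 and 0.21 on these days.

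The authors' deposited table holds no comparison between days within a state. The log2 fold change of Day 21 against Day 7 was derived as the difference of the comparisons with Day 1, and its SE from the variance of each group recovered from the comparisons it takes part in. By a Wald test on the recovered standard errors with Benjamini-Hochberg adjustment, 722 genes differed between Day 21 and Day 7 in compressed constructs past both thresholds, 269 higher and 453 lower at Day 21. In uncompressed constructs 1543 genes differed, 858 higher and 685 lower. Taking the variance only from the comparisons of those days gave 476 genes in compressed and 1067 in uncompressed constructs, with only 10372 and 10369 genes tested in place of 15472 and 15491. When the GC trend was removed, the numbers were 709 and 1403.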

Daily dynamic compression led to increasingly differential gene expression in the 2% agarose constructs. 

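For compressed constructs against the Day 1 controls, the authors' deposited table held 2114 genes past both thresholds at Day 7, 1335 higher and 779 lower. For Day 14 it held 2185, 1114 higher and 1071 lower, and at Day 21 it held 2303, 1396 higher and 907 lower. At any fold change the authors' deposited table gave 6094, 6189 and 6559 genes. Removing the GC trend left 2004, 2129 and 2221 genes past both thresholds. Of the calls with a GC value, 1852 of 2079 at Day 7, 2064 of 2150 at Day 14 and 2061 of 2269 at Day 21 were the same genes in the same direction.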

There were 3866 differentially expressed genes in Day 7 compressed samples (one instance of compression) compared with Day 1 controls; 3927 in Day 14 compressed samples, and 4246 in Day 21 compressed samples. A large percentage of these was shared between the experimental timepoints, indicating a persisting effect of agarose encapsulation on ATDC5 phenotype (Figure S3A,B). 

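Between the 3 compressed comparisons, 1108 genes were called in the same direction on all 3 days, 686 higher and 422 lower than at Day 1. They were 52.4% of the genes called at Day 7, 50.7% of those at Day 14 and 48.1% of those at Day 21, and 32.1% of the 3457 genes called on any day. In the simulations of unchanged groups against shared Day 1 libraries, at most 0 of 15227 genes were called on all 3 days. The limits given for the uncompressed simulations hold here too. At an unadjusted p of 0.05 or less the simulated median was 52 genes, against 4080 observed. The same sign on all 3 days was held by 50.1% of simulated and 69.3% of observed genes. Of the genes shared by the compressed days, 751 were also shared by the uncompressed days in the same direction. Removing the GC trend gave 1079 shared genes. From this share the paper concludes that the effect of agarose encapsulation on the phenotype persisted.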

Similar to the uncompressed samples, among the 50 highest expressed genes in the compressed samples at Day 7, 14, and 21 compared with Day 1 controls were the cartilage genes: *Col2a1*, *Col9a1*, Col9a2, *Col10a1*, *Colgalt2*, and *Dcn. 

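Ranked by log2 fold change among the 3114, 3109 and 3339 genes upregulated at an adjusted p of 0.05 or less at Day 7, Day 14 and Day 21, *Col10a1* was number 2, 11 and 18. *Col9a1* was number 7, 13 and 12, and *Colgalt2* was number 10, 6 and 9. *Col2a1* was number 18, 34 and 63, and ranking by adjusted p moved it to 37 at Day 21. *Dcn* was number 52, 43 and 29, and ranking by adjusted p moved it to 17 at Day 7. *Col9a2* was number 35, 64 and 74, and ranking by adjusted p moved it to 128 at Day 7. The authors' deposited table (Wald test with Benjamini-Hochberg adjustment) gave *Col2a1* a log2 fold change in compressed constructs of 4.91 (SE 0.21, adjusted p = 7.5e-117) at Day 7, 4.17 (SE 0.21, adjusted p = 2.0e-84) at Day 14 and 3.98 (SE 0.21, adjusted p = 7.2e-77) at Day 21. For *Col10a1* it was 6.14 (SE 0.28, adjusted p = 1.7e-103) at Day 7, 5.11 (SE 0.27, adjusted p = 1.8e-79) at Day 14 and 5.13 (SE 0.27, adjusted p = 3.6e-80) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment).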

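In compressed constructs the log2 fold change of *Acan* against Day 1 was 3.09 (SE 0.20, adjusted p = 7.2e-53) at Day 7, 2.85 (SE 0.20, adjusted p = 8.0e-45) at Day 14 and 3.03 (SE 0.20, adjusted p = 7.1e-51) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). *Comp* had 3.24 (SE 0.40, adjusted p = 6.2e-15) at Day 7, 3.69 (SE 0.41, adjusted p = 4.9e-18) at Day 14 and 3.77 (SE 0.41, adjusted p = 1.4e-18) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). *Matn1* (ENSMUSG00000040533, chromosome 4, 130944385 to 130955475), which encodes matrilin-1, had 1.54 (SE 0.40, adjusted p = 5.8e-04) at Day 7, 1.74 (SE 0.41, adjusted p = 1.4e-04) at Day 14 and 3.56 (SE 0.53, adjusted p = 2.7e-10) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). *Matn3* had 2.03 (SE 0.40, adjusted p = 4.2e-06) at Day 7, 1.59 (SE 0.37, adjusted p = 1.3e-04) at Day 14 and 2.39 (SE 0.42, adjusted p = 1.1e-07) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). Below a log2 fold change of 2 were *Matn1* at Day 7 and Day 14 and *Matn3* at Day 14, by less than 2 recovered SE each. The change of *Matn1* from Day 7 to Day 21 was 2.02 (SE 0.43, adjusted p = 5.6e-05) by a Wald test on the recovered standard errors with Benjamini-Hochberg adjustment.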

Acan, Comp, Matn1*, and *Matn3* were also upregulated > 4‐fold (Figure S3C). GO terms in the compressed cells at Day 21 compared with Day 1 included multicellular organism development, cell proliferation, ECM organization, cartilage development, cell‐matrix adhesion, and collagen fibril organization. Thirty‐eight percent of GO terms were shared between the differentially expressed genes in the uncompressed and compressed samples at Day 21 compared with Day 1 controls, and included cartilage development, ECM organization, integrin‐mediated signaling, cell‐matrix adhesion, and canonical Wnt signaling, indicating the profound effect that the 3D environment had on chondrogenesis. GO terms exclusive to the compressed samples included: cell response to hypoxia, Notch signaling, chondrocyte differentiation, bone development, circadian rhythm, intracellular signal transduction, lipid metabolism, actin filament organization, collagen biosynthesis, and response to mechanical stimulus.

To visualize the direct effect of dynamic compression on the temporally resolved differentiation of ATDC5 cells embedded in 2% agarose, a comparison was performed between the compressed and uncompressed samples at individual day points (Figure S4A). 

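Compressed and uncompressed constructs of the same day were compared in 3 of the authors' comparisons, with 3 libraries in each group. These gave adjusted p-values for 12491 genes at Day 7 and 15883 genes at Day 14 and Day 21. The median recovered SE of the log2 fold change was 0.17 at Day 7 and 0.19 at Day 14 and Day 21. As a check, the SE was also computed from the group variances recovered from the comparisons with Day 1. The ratio of both SE had a median of 1.00 on each day, over 12025 genes at Day 7, 15123 at Day 14 and 15138 at Day 21. Because the SE of these comparisons enters the group variances, a ratio near 1 follows largely by construction. It is not an independent check.

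Whether the effect of compression differed between days was tested by subtracting the Day 7 log2 fold change of compressed over uncompressed constructs from that of Day 14 or Day 21. The variances of the 4 groups involved were added. Tested on simulated data, this called 84.5% of 103 genes with a log2 difference of 2 and 53.6% of 97 genes with a difference of 1 past both thresholds. Of its 149 calls, 6.71% were of unchanged genes, and 0 of 139 calls of changed genes had the wrong direction. Because the table holds no value per library, batches and single deviating libraries could not be examined for these effects of compression.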

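Over the 12491 genes tested on all 3 days, the median absolute log2 fold change of compressed over uncompressed constructs in the authors' deposited table was 0.23 at Day 7, 0.26 at Day 14 and 0.27 at Day 21. Among the same genes 603 were past both thresholds at Day 14 and 857 at Day 21. Across genes, which are not independent replicates, the log2 fold changes of Day 14 and Day 21 had a Pearson correlation of 0.52. The correlation of Day 7 was -0.10 with Day 14 and 0.09 with Day 21. Without the GC trend, these 3 correlations were 0.55, 0.04 and 0.08.

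Of the 108 genes called higher in compressed constructs at Day 7, 42 were also higher at Day 14 and 60 at Day 21, at any size or significance. By a Wald test on the recovered standard errors with Benjamini-Hochberg adjustment, the effect of compression differed between Day 14 and Day 7 past both thresholds for 1234 genes, 288 with a higher and 946 with a lower effect at Day 14. Between Day 21 and Day 7 it differed for 1134 genes, 451 with a higher and 683 with a lower effect at Day 21. The GC trend moved the first of these numbers most after the fold threshold, since its removal left 724 genes, 253 with a higher and 471 with a lower effect.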

RNA sequencing revealed gradual increase in the expression of mechanoresponsive genes throughout the experiment (Figure 8A). Daily dynamic compression stimulated genes and pathways that largely related to intracellular calcium, mechanosensing, chondrogenesis, ECM deposition, and WNT signaling. At Day 7 (one instance of compression), there were 881 differentially expressed genes in the compressed samples compared with uncompressed, representing an immediate response to a mechanical stimulus. 

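The authors' deposited table held 115 genes past both thresholds at Day 7, of which 108 were higher and 7 lower in compressed than in uncompressed constructs. Of these, 107 exceeded the fold threshold by less than 2 recovered SE. At any fold change the authors' deposited table gave 2046 genes, 1238 higher and 808 lower. The paper's 881 genes were met at an absolute log2 fold change of at least 0.6, where the GC trend was not removed. At a fold change of at least 1.5 there were 924 genes, and 222 with the GC trend removed. The Day 7 log2 fold change rose with the GC content of the longest transcript, with a Spearman correlation of 0.652 across 12331 genes, which are not independent replicates. Over 10 bins of genes ordered by GC content, the median log2 fold change went from -0.27 to 0.47, and the trend accounted for 41.3% of the variance across genes. The correlation was -0.207 at Day 14 and 0.0739 at Day 21.

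Once the GC trend was removed, 34 genes were past both thresholds, 28 higher and 6 lower, and at any fold change 614 genes, 295 higher and 319 lower. Of the 113 genes called as deposited that had a GC value, 23 were among them. The paper states that the genes changed at Day 7 represent an immediate response to a mechanical stimulus.

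**Figure D1:**
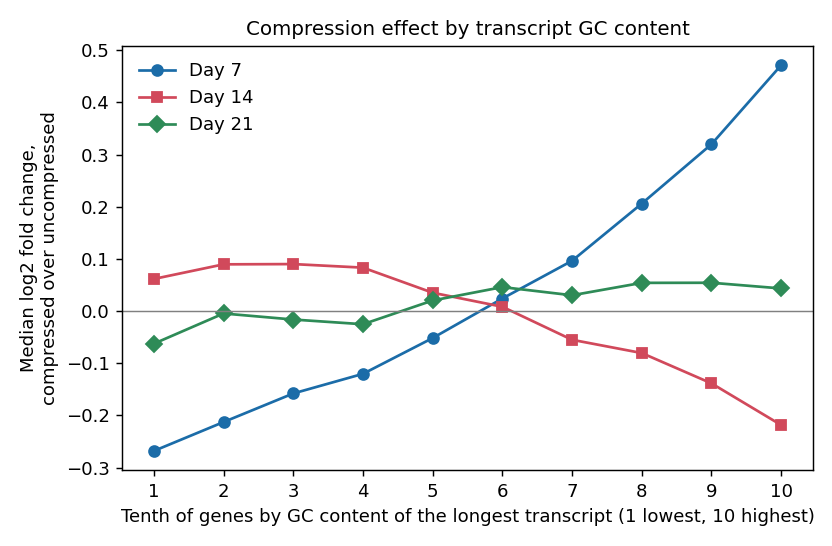
Log2 fold change of compressed over uncompressed constructs against the GC content of transcripts, for the 3 days. Points are medians of 10 bins of the tested genes ordered by GC content, and at Day 7 they run from -0.27 to 0.47.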

The GO terms for these included regulation of transcription, translation, regulation of cell cycle, and mitochondrial respiration. 

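At Day 7 the authors' deposited table (Wald test with Benjamini-Hochberg adjustment) gave *Tuba1a* (ENSMUSG00000072235, chromosome 15, 98949837 to 98953703), which encodes an alpha tubulin, a log2 fold change of compressed over uncompressed constructs of 0.66 (SE 0.24, adjusted p = 0.041). *Tubb2a* (ENSMUSG00000058672, chromosome 13, 34074274 to 34078007), which encodes a beta tubulin, had 0.82 (SE 0.20, adjusted p = 0.0024) in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). Both tubulin genes have near-identical copies in the genome (*Tuba1b* and *Tuba1c*, and *Tubb2b*). How far reads were shared between these copies was not tested here, so the values are given as uncertain. The authors' deposited table (Wald test with Benjamini-Hochberg adjustment) gave *Sox9* (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) 0.72 (SE 0.16, adjusted p = 4.4e-04), *Lrp1* (ENSMUSG00000040249, chromosome 10, 127538161 to 127621148) 0.64 (SE 0.23, adjusted p = 0.0341), *Gli1* 1.09 (SE 0.36, adjusted p = 0.0229) and *Trpv4* (ENSMUSG00000014158, chromosome 5, 114622152 to 114658421) 0.50 (SE 0.16, adjusted p = 0.0238). Of these 6 genes, 6 had an adjusted p of 0.05 or less and 1 a fold change of at least 2.

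After removal of the GC trend, 1 of them, *Sox9*, had an adjusted p of 0.05 or less, with 0.75 (adjusted p = 4.3e-04) by a Wald test on the recovered standard errors with Benjamini-Hochberg adjustment. The same test gave *Tuba1a* 0.51 (adjusted p = 0.226), *Tubb2a* 0.57 (adjusted p = 0.0786), *Lrp1* 0.26 (adjusted p = 0.599), *Gli1* 0.65 (adjusted p = 0.323) and *Trpv4* 0.07 (adjusted p = 0.882) after Benjamini-Hochberg adjustment of the Wald test.

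At Day 14 the authors' deposited table had all 6 genes lower in compressed constructs, 5 of them at an adjusted p of 0.05 or less (Wald test with Benjamini-Hochberg adjustment). When the GC trend was removed, 3 were lower at that level. At Day 21, 3 were lower at that level, *Tuba1a* at -1.04, *Sox9* at -1.35 and *Gli1* at -1.06 in the authors' deposited table. The effect of compression was lower at Day 21 than at Day 7 for 5 of the genes, the exception being *Trpv4* (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). Without the GC trend, it was lower at that level for 3 of them, while *Tubb2a* had a difference of -0.64 (adjusted p = 0.0998) and *Lrp1* one of -0.79 (adjusted p = 0.0573) (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment).

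**Figure D2:**
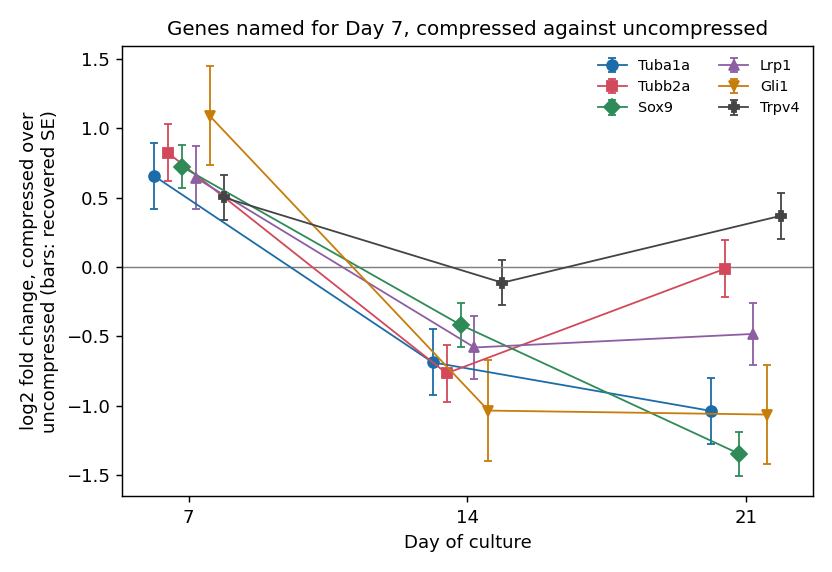
Log2 fold change of compressed over uncompressed constructs at Day 7, Day 14 and Day 21 for the 6 genes named for Day 7. Points are the authors' deposited values, offset sideways for legibility, and bars are 1 recovered SE on each side.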

Among the upregulated mechanoresponsive genes were tubulin genes *Tub1a1* (upregulated 1.6 fold) and *Tubb2a* (1.7 fold) indicating cytoskeletal reorganization, the chondrocyte‐specific transcription factor *Sox9* (upregulated 1.65 fold), *Lrp1* (upregulated 1.6 fold) important for maintaining cartilage homeostasis, hedgehog signaling transcription factor *Gli1* (upregulated 2.1 fold), and the ion channel *Trpv4* (upregulated 1.4 fold). 

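At Day 14 the authors' deposited table held 806 genes past both thresholds, 188 higher and 618 lower in compressed than in uncompressed constructs. For 632 of these the fold change exceeded the threshold by less than 2 recovered SE. The authors' deposited table gave 4045 genes at any fold change. Once the GC trend was removed, 768 genes passed both thresholds, which included 695 of the 800 deposited calls with a GC value. Of the genes called higher at Day 14, 4 were also called higher at Day 7, and 3 of those called lower at Day 14 were called higher at Day 7.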

2044 genes were differentially expressed between the compressed and uncompressed samples at Day 14, and pertained to differentiation, cell migration, proliferation, apoptosis, cartilage development, ECM organization, and regulation of TGFβ and FGF signaling pathways. 2538 differentially expressed genes at Day 21 related to transcription, translation, lipid metabolism, regulation of cell cycle, and WNT signaling (Figure 8B). 

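At Day 21 the authors' deposited table held 1133 genes past both thresholds, 536 higher and 597 lower in compressed constructs. In 849 of them the fold change was less than 2 recovered SE past the threshold. The authors' deposited table gave 4522 genes at any fold change. Removing the GC trend gave 1097 genes and kept 1058 of the 1122 deposited calls with a GC value. Of the calls at Day 21, 345 were also called at Day 14, 339 of them in the same direction, and 7 were also called at Day 7. On all 3 days 4 genes were called.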

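At Day 21 the authors' deposited table (Wald test with Benjamini-Hochberg adjustment) gave *Bmp6* (ENSMUSG00000039004, chromosome 13, 38345107 to 38500302) a log2 fold change of compressed over uncompressed constructs of 0.68 (SE 0.19, adjusted p = 0.0016). *Fzd5* (ENSMUSG00000045005, chromosome 1, 64730558 to 64737751), which encodes a WNT receptor, had 0.87 (SE 0.30, adjusted p = 0.0173) in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). *Grem1* (ENSMUSG00000074934, chromosome 2, 113746164 to 113758646), which encodes the BMP antagonist gremlin-1, had 0.82 (SE 0.15, adjusted p = 1.5e-06) in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). *Nog* (ENSMUSG00000048616, chromosome 11, 89300638 to 89302332), which encodes noggin, had 0.92 (SE 0.26, adjusted p = 0.0027) in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). None of these 4 values reached a fold change of 2, and each stayed at an adjusted p of 0.05 or less with the GC trend removed. At Day 7 *Nog* had already been higher in compressed constructs, with 0.88 (SE 0.25, adjusted p = 0.0072) in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment), and with the GC trend removed that value was 0.58 (adjusted p = 0.167) (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). The effect of compression on *Grem1* was 0.82 (SE 0.22, adjusted p = 0.0015) higher at Day 21 than at Day 7 by a Wald test on the recovered standard errors with Benjamini-Hochberg adjustment. For *Bmp6* that difference was 0.60 (SE 0.27, adjusted p = 0.0749), and 0.93 (adjusted p = 0.0041) with the GC trend removed (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment).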

*Bmp6* implicated in regulation of proteoglycan synthesis by the chondrocytes (Bobacz et al. 2003) was increased 1.6‐fold, *Fzd5* able to maintain proliferation of mesenchymal stem cells and prevent senescence was increased 1.8‐fold, *Grem1*, a cartilage progenitor marker was increased 1.8‐fold and noggin (*Nog*) shown to prevent osteoarthritis progression in rats was increased 1.9‐fold. Moreover, compressed samples presented an increase in the markers of cartilage repair, including *Hmox1* and *Wnt5b*. 

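*Hmox1* (ENSMUSG00000005413, chromosome 8, 75093621 to 75100589) encodes heme oxygenase 1. Its log2 fold change of compressed over uncompressed constructs in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment) was 0.09 (SE 0.12, adjusted p = 0.613) at Day 7, 1.75 (SE 0.12, adjusted p = 8.4e-48) at Day 14 and 1.09 (SE 0.12, adjusted p = 2.5e-18) at Day 21. The effect on *Hmox1* was higher at Day 21 than at Day 7 by 1.00 (SE 0.16, adjusted p = 7.2e-08), by a Wald test on the recovered standard errors with Benjamini-Hochberg adjustment. *Wnt5b* had 0.50 (SE 0.16, adjusted p = 0.0097) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment).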

Several markers of cartilage degradation (*Col1a1* (2.1‐fold), *Il1r1* (5.1‐fold), *Mmp3* (10.9‐fold), *Mmp9* (2.3‐fold), *Mmp13* (6.4‐fold), *TnC* (7.5‐fold), and *Wnt5a* (3‐fold)) were also decreased in the compressed samples compared with the uncompressed controls.

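The authors' deposited table (Wald test with Benjamini-Hochberg adjustment) gave *Mmp3* (ENSMUSG00000043613, chromosome 9, 7445822 to 7455975) a log2 fold change of compressed over uncompressed constructs at Day 21 of -3.44 (SE 0.34, adjusted p = 7.9e-22) and *Mmp13* (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331) -2.68 (SE 0.28, adjusted p = 6.9e-20). *Tnc* (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015), which encodes tenascin C, had -2.92 (SE 0.18, adjusted p = 1.8e-57) and *Wnt5a* (ENSMUSG00000021994, chromosome 14, 28504750 to 28527448) -1.59 (SE 0.18, adjusted p = 1.3e-16) in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). *Col1a1* had -1.07 (SE 0.15, adjusted p = 3.2e-11) and *Mmp9* (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) -1.22 (SE 0.44, adjusted p = 0.0241) in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). *Il1r1* (ENSMUSG00000026072, chromosome 1, 40225080 to 40317257) had 0.04 (SE 0.16, adjusted p = 0.908) in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). Of these 7 genes, 6 were lower at an adjusted p of 0.05 or less.

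At Day 14 *Mmp3* stood at -2.54, *Mmp13* at -2.20, *Tnc* at -1.79 and *Mmp9* at -1.42 in the authors' deposited table. *Il1r1* had -0.59 (SE 0.16, adjusted p = 0.0022) at Day 14 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). *Col1a1* had -0.57 (SE 0.15, adjusted p = 0.0011) at Day 14 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment), and -0.37 (adjusted p = 0.0505) with the GC trend removed (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). At Day 7 the authors' deposited table gave no adjusted p for *Mmp9*. For the other 6 genes the effects of Day 21 and Day 7 were compared by a Wald test on the recovered standard errors with Benjamini-Hochberg adjustment. The effect was lower at Day 21 for 5 of them, with differences of -3.48 (SE 0.47, adjusted p = 4.1e-11) for *Mmp3*, -2.92 (SE 0.25, adjusted p = 5.8e-28) for *Tnc* and -2.26 (SE 0.39, adjusted p = 3.0e-07) for *Mmp13* in that Wald test on the recovered standard errors with Benjamini-Hochberg adjustment. For *Il1r1* the difference was 0.43 (SE 0.23, adjusted p = 0.159) in the same Wald test on the recovered standard errors with Benjamini-Hochberg adjustment.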

**Figure 8:**
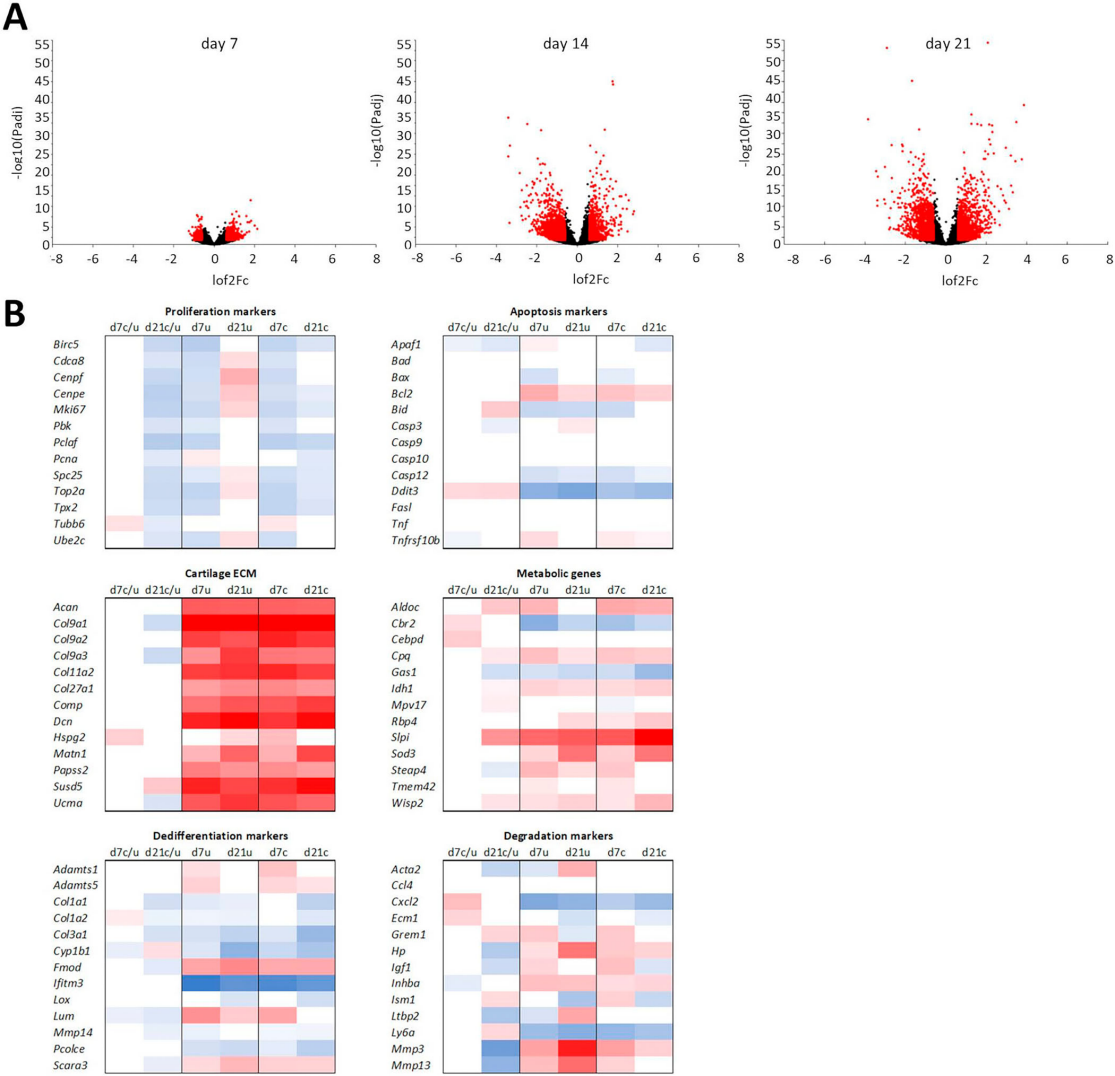
(A) Volcano plots showing differential gene expression (in red) at Day 7, Day 14, and Day 21 of culture in 2% low melting agarose with daily dynamic compression, compared with uncompressed controls. (B) Heat map of gene expression of markers of early proliferative chondrocytes, apoptotic markers, markers of cartilage ECM, metabolic genes, and markers of dedifferentiation and cartilage degradation (Chen et al. 2022). Key: d7, Day 7; d14, Day 14; d21, Day 21; c, compressed; u, uncompressed.

Overall, agarose encapsulation appeared to reduce the expression of markers of early, proliferative immature chondrocyte (Chen et al. 2022), which then increased again in samples without compression over the 21 days of culture and decreased under prolonged dynamic compression. 

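The 13 proliferation markers shown in Fig. 8B were tested as a list with limma's camera on the recovered Wald statistics, which asks whether a list is shifted against all other genes. A correlation of 0.01 between genes was preset, and p-values were adjusted over the 48 tests of the Fig. 8B lists. The study chose these lists, so the tests and the counts adjusted over the list alone are not independent evidence.

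The median log2 fold change of the list against Day 1 was -1.09 at Day 7, -0.36 at Day 14 and 0.54 at Day 21 in uncompressed constructs. It was -1.12, -1.33 and -0.69 in compressed constructs. By the camera test with Benjamini-Hochberg adjustment, the list was lower than Day 1 at Day 7 in uncompressed (adjusted p = 4.5e-05) and compressed constructs (adjusted p = 1.2e-05). At Day 7, 11 of 13 genes were lower in uncompressed constructs over all genes tested and 11 adjusted over the list alone. From Day 7 to Day 21 the list rose by a median of 1.84 in uncompressed (adjusted p = 1.3e-15) and 0.56 in compressed constructs (adjusted p = 0.0075, camera test with Benjamini-Hochberg adjustment). Compressed over uncompressed constructs had a median of -0.07 at Day 7, -1.11 at Day 14 and -1.19 at Day 21. At Day 21, 13 of 13 genes were lower over all genes tested and 13 adjusted over the list alone, and the list was lower by the camera test with Benjamini-Hochberg adjustment (adjusted p = 1.1e-12).

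Of the 21 Fig. 8B tests past an adjusted p of 0.05, 13 held with a preset correlation of 0.05, 15 with ranks in place of the Wald statistics and 19 with the GC trend removed. A test with the correlation estimated from the libraries, or by rotation (fry), could not be run without values per library.

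**Figure D3:**
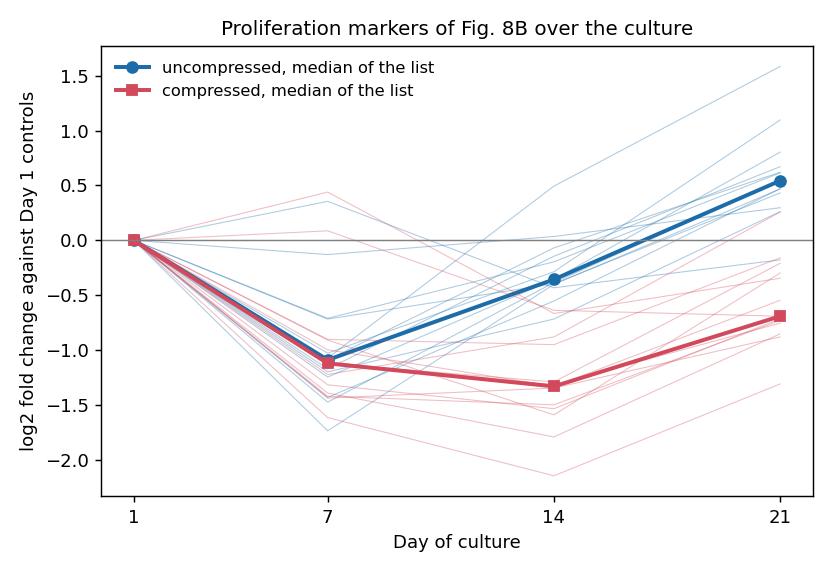
Log2 fold change against Day 1 of the proliferation markers of Fig. 8B in uncompressed and compressed constructs at Day 7, Day 14 and Day 21, from the authors' deposited table. Thin lines are single genes and thick lines with symbols are medians of the list, with Day 1 at 0 by definition.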

Agarose encapsulation led to an upregulation of antiapoptotic proteins and increased ECM production. 

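*Bcl2* (ENSMUSG00000057329, chromosome 1, 106538178 to 106714274) encodes an antiapoptotic protein, and its log2 fold change against Day 1 was 1.62 (SE 0.21, adjusted p = 1.9e-13) at Day 7, 1.40 (SE 0.21, adjusted p = 2.6e-10) at Day 14 and 0.77 (SE 0.21, adjusted p = 0.0013) at Day 21 in uncompressed constructs in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). In compressed constructs it was 1.17 (SE 0.21, adjusted p = 2.4e-07) at Day 7, 0.63 (SE 0.21, adjusted p = 0.0098) at Day 14 and 0.89 (SE 0.21, adjusted p = 1.2e-04) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). Of the 13 apoptosis markers of Fig. 8B, 11 were tested against Day 1. At Day 7, 3 were higher and 4 lower in uncompressed constructs over all genes tested, and 3 and 5 adjusted over the list alone. At Day 21, 2 were higher and 3 lower, and 3 and 3 adjusted over the list alone. The list as a whole had a median of -0.33 at Day 7 (adjusted p = 0.154, camera test with Benjamini-Hochberg adjustment) and 0.01 at Day 21 (adjusted p = 0.0901). In none of the 8 tests of this list was the adjusted p 0.05 or less, and in 1 the unadjusted p was under 0.05. The list holds *Bcl2*, which blocks apoptosis, beside genes that promote it, so a directional test of the list does not measure apoptosis. Lower in uncompressed constructs at Day 7 were *Bax* (ENSMUSG00000003873, chromosome 7, 45461697 to 45466898) at -1.02 (SE 0.23, adjusted p = 9.6e-05), *Bid* (ENSMUSG00000004446, chromosome 6, 120891930 to 120916853) at -1.36 (SE 0.15, adjusted p = 1.1e-18), *Casp12* (ENSMUSG00000025887, chromosome 9, 5345430 to 5373032) at -0.997 (SE 0.15, adjusted p = 2.0e-10) and *Ddit3* (ENSMUSG00000025408, chromosome 10, 127290774 to 127296288) at -2.77 (SE 0.17, adjusted p = 4.0e-61) in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). Higher beside *Bcl2* were *Apaf1* (ENSMUSG00000019979, chromosome 10, 90989311 to 91082770) at 0.25 (SE 0.08, adjusted p = 0.0059) and *Tnfrsf10b* (ENSMUSG00000022074, chromosome 14, 69767472 to 69784411) at 0.68 (SE 0.10, adjusted p = 5.4e-11) in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment).

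The 13 cartilage ECM genes of Fig. 8B had a median log2 fold change against Day 1 of 3.19 at Day 7, 3.58 at Day 14 and 3.35 at Day 21 in uncompressed constructs. In compressed constructs the medians were 3.24, 2.85 and 3.56. At Day 21, 13 of 13 genes were higher in uncompressed constructs, both over all genes tested and adjusted over the list alone. The adjusted p of the list at Day 21 was 9.3e-42 in uncompressed and 1.8e-32 in compressed constructs (camera test with Benjamini-Hochberg adjustment).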

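The lists of Fig. 8B were compared between compressed and uncompressed constructs of the same day. The 13 cartilage ECM genes had a median log2 fold change of 0.13 at Day 7 (adjusted p = 0.40, camera test with Benjamini-Hochberg adjustment) and -0.19 at Day 21 (adjusted p = 0.331). At Day 21, 1 was higher and 3 lower at an adjusted p of 0.05 or less over all genes tested, and 1 and 3 adjusted over the list alone. At Day 14 the median was -1.03, and 0 were higher and 12 lower over all genes tested and 0 and 12 adjusted over the list alone. The list as a whole was not tested at Day 14.

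The 13 dedifferentiation markers had a median of 0.18 at Day 7 (adjusted p = 0.444, camera test with Benjamini-Hochberg adjustment), -0.49 at Day 14 and -0.37 at Day 21 (adjusted p = 0.014). At Day 21, 1 was higher and 7 lower over all genes tested, and 1 and 7 adjusted over the list alone. The degradation markers, of which 12 of 13 were tested at Day 21, had a median of 0.22 at Day 7 (adjusted p = 0.537, camera test with Benjamini-Hochberg adjustment), -0.21 at Day 14 and -0.79 at Day 21 (adjusted p = 0.014). At Day 21, 3 were higher and 6 lower over all genes tested, and 3 and 6 adjusted over the list alone. With a preset correlation of 0.05 the adjusted p at Day 21 was 0.0547 for the dedifferentiation and 0.0536 for the degradation markers (camera test with Benjamini-Hochberg adjustment). Over the 3 alternatives it lay between 0.0108 and 0.0547 for the first list and between 0.0188 and 0.356 for the second (camera test with Benjamini-Hochberg adjustment).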

Interestingly, while the differences in cartilage ECM genes were not pronounced between the compressed and uncompressed samples, the expression of dedifferentiation and cartilage degradation markers was decreased in the samples cultured under dynamic compression (Figure 8B) (Chen et al. 2022). These changes suggest that encapsulation of the ATDC5 cells in agarose dramatically improves chondrogenesis and cartilage ECM production and decreases apoptosis, while daily dynamic compression stimulates metabolic activity and downregulates dedifferentiation and ECM degradation (Figure S4B).

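The 13 metabolic genes of Fig. 8B had a median log2 fold change of compressed over uncompressed constructs of 0.08 at Day 7 (adjusted p = 0.848, camera test with Benjamini-Hochberg adjustment), -0.09 at Day 14 and 0.34 at Day 21 (adjusted p = 0.0697). At Day 21, 6 were higher and 1 lower over all genes tested, and 8 and 2 adjusted over the list alone. With ranks in place of the Wald statistics the adjusted p at Day 21 was 0.0473, and over the 3 alternatives it lay between 0.0473 and 0.157 (camera test with Benjamini-Hochberg adjustment). Against Day 1 the medians were at Day 7 0.60 (adjusted p = 0.0674, camera test with Benjamini-Hochberg adjustment, 0.0599 to 0.155 over the alternatives) and at Day 21 0.53 (adjusted p = 0.0466, 0.0599 to 0.252 over the alternatives) in uncompressed constructs. In compressed constructs they were 0.63 (adjusted p = 0.0466, camera test with Benjamini-Hochberg adjustment, 0.0406 to 0.119 over the alternatives) and 0.93 (adjusted p = 0.0018, 0.0049 to 0.037 over the alternatives). From Day 7 to Day 21 the metabolic genes changed by a median of 0.24 (adjusted p = 0.0335, camera test with Benjamini-Hochberg adjustment, 0.0329 to 0.394 over the alternatives) in compressed and -0.03 (adjusted p = 0.882, 0.739 to 0.986 over the alternatives) in uncompressed constructs. The dedifferentiation markers changed over these days by a median of -0.81 (adjusted p = 1.5e-10, camera test with Benjamini-Hochberg adjustment, 2.1e-10 to 0.0015 over the alternatives) in compressed and -0.25 (adjusted p = 0.147, 0.0656 to 0.542 over the alternatives) in uncompressed constructs. For the degradation markers the change was -0.68 (adjusted p = 6.6e-05, camera test with Benjamini-Hochberg adjustment, 6.0e-05 to 0.0902 over the alternatives) in compressed and 0.16 (adjusted p = 0.848, 0.739 to 0.885 over the alternatives) in uncompressed constructs. From the changes in the lists of Fig. 8B, the paper proposes that agarose encapsulation improves chondrogenesis and ECM production and lowers apoptosis. It proposes that daily compression stimulates metabolic activity and lowers dedifferentiation and ECM degradation. The paper's MTT assay, however, showed no effect of compression on metabolic activity (Fig. 6F). Its TUNEL assay is described as unchanged across the agarose conditions (Fig. 3E) and as lower at Day 21 in both states (Fig. 6G).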

## 4 Discussion

Cartilage is a zonally stratified mechanoresponsive tissue which is difficult to replicate in a laboratory setting. Recent advances in tissue engineering are opening new possibilities to develop models of cartilage that facilitate in vitro studies of cartilage biology. This project aimed to improve the commonly used model of chondrogenesis, utilizing the ATDC5 cell line, by providing a three‐dimensional environment to support cartilage development in vitro, and to create an easy to manufacture mechanoresponsive model that could be applied in the study of skeletal diseases. In our study, we decided to employ BMP7 and TGFβ3 growth factors to augment ATDC5 chondrogenesis in both 3D culture systems. TGFβ‐family proteins, and specifically TGFβ3 and TGFβ1, are routinely used to support skeletal cells and differentiation of bone‐marrow derived stem cells in in vitro studies. They have both been shown to support chondrogenesis of various skeletal progenitor cells with varied effects on cell proliferation (James et al. 2009; Wee et al. 2022). TGFβ3 is more commonly used of the two in the context of chondrogenesis and cartilage tissue engineering and has been previously used to look response of mesenchymal stem cells to dynamic compression (Thorpe et al. 2010). BMP7 has been shown to promote chondrogenesis of human amniotic epithelial cells (Zhou et al. 2011) and was chosen due to its ability to decrease the fibrocartilage phenotype in cultured human articular chondrocytes (HACs) (Charles Huang et al. 2004; Huang et al. 2018; Ripmeester et al. 2021; Thorpe et al. 2010). Indeed, similarly to what was previously found for the osteoarthritis‐derived human chondrocytes (HACs), the supplementation with TGFβ3 and BMP7 combined dramatically improved ATDC5 chondrogenesis (Figures 1, 2, 3, 4). We have shown that ATDC5 pellets cultured with a combination of BMP7 and TGFβ3 increased in size, with cells presenting with rounded chondrocyte‐like morphology, increased metabolic activity and ECM deposition (Figures 1 and 2) (Caron et al. 2012; Lahm et al. 2010). We have also shown for the first time that 2% w/v low melting agarose is supportive of ATDC5 chondrogenesis with cells presenting with rounded morphology characteristic of chondrocytes, and with larger cells occupying the deeper zones of the constructs and type X collagen (marker of chondrocyte hypertrophy, (Han et al. 2024; O'Keefe et al. 1994)) expression suggesting terminal differentiation (Figures 3, 4, 6 and 7). Three‐Dimensional culture systems such as pellets, sponges, and hydrogels have been shown to support the differentiation state and survival of several skeletal lineage cells (Kelly et al. 2006; Tare et al. 2005; Thorpe et al. 2013; Watts et al. 2013; Wilhelm et al. 2020). Interestingly, RNA sequencing of our 2% agarose constructs seeded with ATDC5 cells revealed a large number of genes that were differentially expressed upon encapsulation and remained upregulated throughout culture, comprising genes involved in cartilage development, ECM organization, ossification, and WNT signaling. Expression of several components of WNT, FGF, and HH pathways were upregulated, indicating that agarose encapsulation improved chondrogenic differentiation of ATDC5 cells. Moreover, the deposition of pericellular ECM increased over time in our compressed constructs compared with the uncompressed controls (Figures 5 and 6). Dynamic compression of the agar embedded ATDC5 cells promoted better chondrogenesis and decreased dedifferentiation, and appeared to reduce expression of genes associated with osteoarthritis, injury, and catabolism while increasing expression of *Fgf21* known to alleviate senescence and ECM degradation in OA (Lu et al. 2021). 

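The log2 fold change of *Fgf21* between compressed and uncompressed constructs was -0.01 (SE 0.30, adjusted p = 0.989) at Day 7, 1.44 (SE 0.38, adjusted p = 0.0012) at Day 14 and 2.11 (SE 0.38, adjusted p = 5.4e-07) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). The effect was higher at Day 21 than at Day 7 by 2.12 (SE 0.49, adjusted p = 2.0e-04) in a Wald test on the recovered standard errors with Benjamini-Hochberg adjustment. After removal of the GC trend, the Day 21 value was 2.06 (adjusted p = 1.1e-06) (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment).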

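In the authors' deposited table (Wald test with Benjamini-Hochberg adjustment), the log2 fold change of *Wnt5a* between compressed and uncompressed constructs was -0.04 (SE 0.18, adjusted p = 0.885) at Day 7 and -0.66 (SE 0.18, adjusted p = 0.0020) at Day 14, before its larger decrease at Day 21. The effect of compression on *Wnt5a* differed from that of Day 7 by -0.61 (SE 0.26, adjusted p = 0.0486) at Day 14 and by -1.54 (SE 0.26, adjusted p = 9.3e-08) at Day 21 (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). For *Wnt5b* the authors' deposited table (Wald test with Benjamini-Hochberg adjustment) gave 0.15 (SE 0.16, adjusted p = 0.546) at Day 7 and -0.98 (SE 0.16, adjusted p = 3.8e-08) at Day 14. The effect on *Wnt5b* differed from Day 7 by -1.12 (SE 0.23, adjusted p = 2.2e-05) at Day 14 and 0.35 (SE 0.23, adjusted p = 0.255) at Day 21 (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). When the GC trend was removed, these differences were -0.42 (adjusted p = 0.179) and 0.80 (adjusted p = 0.0042) (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment).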

WNT signaling was also modulated by compression, with *Wnt5a*, responsible for skeletal outgrowth during development but also inducing OA catabolism gradually decreased in the compressed samples (De Santis et al. 2018; Huang et al. 2017) while *Wnt5b*, promoting chondrogenesis and cell migration (Bradley and Drissi 2011), gradually increased. Moreover, several mechanoresponsive genes including *Trpv4* and other genes involved in ion transport, planar polarity, signal transduction, and response to mechanical stimulus were differentially expressed, and the overall transcriptomic profile of the compressed samples showed a decrease in dedifferentiation and degradation markers and increase in metabolism and cartilage ECM production (Figures 7 and 8). In comparison to the 2D culture, 3D pellets, and unsupplemented agarose constructs, the ATDC5 cells cultured with BMP7 and TGFβ3 supplementation and with dynamic compression showed improved proteoglycan deposition, metabolic activity, increased expression of chondrogenesis and cartilage differentiation markers and dramatically reduced expression of type I collagen (Figure S4B).

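After Day 7, the log2 fold change of *Trpv4* between compressed and uncompressed constructs was -0.11 (SE 0.16, adjusted p = 0.68) at Day 14 and 0.37 (SE 0.16, adjusted p = 0.0782) at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). The effect on *Trpv4* differed from that of Day 7 by -0.61 (SE 0.23, adjusted p = 0.0291) at Day 14 and -0.13 (SE 0.23, adjusted p = 0.72) at Day 21 (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). Without the GC trend, the Day 14 difference was 0.02 (adjusted p = 0.959) (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment).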

These promising results highlight the potential of hydrogel‐enhanced chondrogenesis and propose an easy to manufacture, adaptable and scalable in vitro model to study mechanoresponses, intracellular signals, and PCM involvement in cartilage development and disease. We have shown that ATDC5 cells cultured in our system express markers of all stages of chondrogenesis. Moreover, agarose gels show a high degree of transparency which lends itself to live imaging and confocal microscopy approaches. However, the main limitation of this system is that mammalian cells do not express agarase (Ng et al. 2009), and therefore, the ECM deposition and remodeling is largely happening in the pericellular niche. In the future, several of the parameters established in this study can be extrapolated to other hydrogel‐based systems (e.g., collagen and/or hyaluronic‐acid based hydrogel models, where ECM remodeling is possible (Kowalski et al. 2022; Long et al. 2022; Sun et al. 2023)) to further optimize cartilage tissue engineering approaches. The zonal stratification could also be further enhanced using gradients in gel stiffness (Zhu et al. 2018), stratified growth factor stimulation (e.g., BMP7 supplementation increased *Col10a1* levels in ATDC5 pellets, and differential TGFβ3 and BMP4 supplementation has been shown to drive differentiation of human embryonic and iPS cells into more articular or mature/hypertrophic phenotype, respectively (Richard et al. 2023)) and/or bioprinting specific microniches with respective growth factor cocktails (Dimaraki et al. 2021).

To conclude, ATDC5 cells grown in 2% agarose with BMP7 and TGFβ3 growth factor supplementation and cyclic dynamic compression undergo chondrocyte‐like differentiation, induce expression of mechanoresponsive genes and present a good model to study the role of pericellular ECM components and mechanosensing in healthy and diseased cartilage.

## Author Contributions

**Marc V. Farcasanu:** investigation, writing – original draft, writing – review and editing. **Thais de las Heras Ruiz:** investigation. **Francesca M. Johnson de Sousa Brito:** investigation, data curation and analysis. **Jamie Soul:** data curation and analysis. **Jonathan Coxhead:** data curation and analysis. **Matthew J. German:** supervision. **David A. Young:** conceptualization, supervision, writing – review and editing. **Ana M. Ferreira‐Duarte:** conceptualization, supervision, writing – review and editing. **Katarzyna A. Piróg:** conceptualization, supervision, writing – original draft, writing – review and editing.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting information**.

**Supporting information**.

**Supporting information**.

**Supporting information**.

**Supporting information**.

**Supporting information**.

## Data Availability

The data that support the findings of this study are openly available in Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE280260.

# Supplementary material for: Dynamic Compression Improves Chondrogenesis in the Tissue Engineered Model of Cartilage
**Source:** Biotechnol Bioeng. 2025 May 25;122(9):2574–91. doi: 10.1002/bit.29026
**Supplement:** Supplementary file 6 — Supporting information.

Supplemental Table 1 – Primer sequences (5’-3’).

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *Col1a1* | CATGTTCAGCTTTGTGGACCT | GCAGCTGACTTCAGGGATGT |
| *Col2a1* | TGGTAACCCAGGGACTGATG | CCAGCAATTCCAGGAGCA |
| *Col10a1* | GCATCTCCCAGCACCAGA | CCATGAACCAGGGTCAAGAA |
| *Acan* | TGAAGCAGAAGGTCTGGACA | CCAGAAGGAATCCCACTAACA |
| *Ihh* | TGCATTGCTCTGTCAAGTCTG | GCTCCCCGTTCTCTAGGC |
| *Sox9* | GTACCCGCATCTGCACAAC | CTCCTCCACGAAGGGTCTCT |
| *18S* | GCCGCTAGAGGTGAAATTCTT | CGTCTTCGAACCTCCGACT |

How the deposited data were processed for this re-analysis (not part of the article)

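The data were one deposited table of 9 comparisons that the authors had made with DESeq2, with 36121 mouse genes, a log2 fold change and an adjusted p-value per comparison. The log2 fold changes in the authors' deposited table are on the log2 scale, and the p-values are Benjamini-Hochberg adjusted p-values. The analysis had been designed for gene counts per library, with a count model fitted to all 21 libraries. The table holds comparisons and 0 columns of values per library, so no fit, normalization, filter or check of replicates could be made, and the authors' comparisons were used in its place. The text of the paper does not say whether the sequenced Day 1 controls were in agarose.

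Whether the values behave as log2 fold changes of one fit was checked. At Day 7 the comparison of compressed with uncompressed constructs equalled the difference of the comparisons with Day 1 for 89.4% of genes. Of the listed genes 10513 had no fold change in any comparison and 7783 had a fold change but no adjusted p-value, with a median absolute log2 fold change of 0.021. Whether the authors shrank fold changes is not stated. If they did, the recovered SE and the tests derived from it may be off, and the fold thresholds apply to shrunken values. 28 gene symbols that had been turned into dates were restored from the gene identifiers, 98.2% of which were in the GRCm38 annotation. Genes were counted by identifier, and 439 entries share a symbol with another. The paper's *Tub1a1* was taken as *Tuba1a*, and for its *Casp10* the table has no entry.

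The Benjamini-Hochberg adjustment was undone within each comparison, which gives the Wald statistic of each gene and, from it, the standard error (SE) of its log2 fold change. Genes with a Wald statistic under 0.1 were not used for the variance of a group. The variance of each group was solved from the comparisons it takes part in. Comparisons not in the table (Day 21 against Day 7 in each state, and the compression effect at Day 14 or Day 21 against that at Day 7) were derived as differences of log2 fold changes and tested by a Wald test on the recovered standard errors with Benjamini-Hochberg adjustment. The recovery and the tests were tested on simulated data.

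Differential expression meant an absolute fold change of at least 2 and an adjusted p of 0.05 or less. Alternatives tried were a fold change of at least 1.5 and any fold change, set before the data were examined. Added after seeing the values were an absolute log2 fold change of at least 0.6, one gene per symbol, removal of a trend with GC content or transcript length of the longest transcript (lowess, fraction 0.3), and variances from the comparisons of the days concerned. GC content was found for 98.7% of the genes tested between the states at Day 7.

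Gene lists were tested with limma's cameraPR on the signed Wald statistics, with a preset correlation of 0.01. The 6 lists of Fig. 8B (proliferation, apoptosis, cartilage ECM, metabolism, dedifferentiation and degradation) were tested in 8 comparisons, and 6 lists written before the data were examined (immediate-early, core clock, hypoxia and glycolysis, interferon response, cholesterol synthesis, and YAP and TAZ targets) in 6. Alternatives added later were a preset correlation of 0.05, ranks, and removal of the GC trend. The expected overlap of lists was simulated 20 times with unchanged groups against shared Day 1 libraries.

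Genes were named by a rule set before: every gene the paper names in its RNA-seq text, and for each comparison the 5 genes with the largest rise and fall past both thresholds. The rule also asked that the libraries of the groups do not overlap and that the gene reaches 1 CPM (counts scaled by library size), and neither condition could be applied without values per library. The largest changes are therefore given as the table ranks them, in part only.

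Enriched terms of the gene ontology were not re-derived, since the tool and background used by the authors are not held here. RT-qPCR, histology, biochemical and mechanical measurements were not analysed here. Fold changes, standard errors and differences are on the log2 scale, and gene positions are GRCm38.

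The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.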

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

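Every test of a technical explanation in this part was chosen only after its result was seen. The gene lists and the differences between days were fixed before the data were examined, as were the thresholds and the other choices not named as later ones.

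The first group of results was marked out because the effect of compression itself differed between days, in a test of that difference. By a Wald test on the recovered standard errors with Benjamini-Hochberg adjustment, 1234 genes had a different effect at Day 14 than at Day 7 and 1134 at Day 21 than at Day 7. Once the GC trend was removed, a step chosen after the values were seen, 540 of 1222 and 807 of 1125 of these calls with a GC value were called again in the same direction. The paper describes the genes of each day but does not report a test between days.

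Of the genes the paper names as higher at Day 7, 5 had a lower effect of compression at Day 21 than at Day 7. The differences, by a Wald test on the recovered standard errors with Benjamini-Hochberg adjustment, were -1.70 for *Tuba1a*, -0.84 for *Tubb2a*, -2.07 for *Sox9*, -1.13 for *Lrp1* and -2.15 for *Gli1*, with recovered SE of 0.34, 0.29, 0.22, 0.32 and 0.50. A trend with GC content as the whole cause was argued against for *Tuba1a*, *Sox9* and *Gli1*, whose largest adjusted p with the trend removed was 0.0045 (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). For *Tubb2a* and *Lrp1* the smallest adjusted p with the trend removed was 0.0573 (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). For these 2 genes a decline of the effect and the GC trend cannot be told apart, because the differences left, -0.64 and -0.79, were not past the threshold and not near 0. The number of compression sessions, the age of the constructs and the day of harvest changed together between these days, and none of them was tested on its own. Reads shared with near-identical tubulin genes were not tested either.

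Of the genes named for Day 21, *Grem1* (0.82) and *Hmox1* (1.00) had a higher effect at Day 21 than at Day 7. *Col1a1* (-1.44), *Mmp3* (-3.48), *Mmp13* (-2.26), *Tnc* (-2.92) and *Wnt5a* (-1.54) had a lower one. After removal of the GC trend, the largest adjusted p among these 7 differences was 0.0122 (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). Age, harvest day and number of sessions stay open as untested explanations here too.

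The second group was marked out because a list written for a process that the paper does not analyse gene by gene was shifted as a whole. Each list was tested by the camera test with Benjamini-Hochberg adjustment over 36 tests. Of the 17 tests with an adjusted p of 0.05 or less, 14 held with a preset correlation of 0.05, 16 with ranks and 16 with the GC trend removed.

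The 20 immediate-early genes were higher in compressed than in uncompressed constructs at Day 7, with a median log2 fold change of 0.98 (adjusted p = 1.5e-13, camera test with Benjamini-Hochberg adjustment). Over all genes tested 13 higher and 0 lower of 20 passed the adjusted p, and 14 were higher adjusted over the list alone. At Day 14 the median was 0.45 (adjusted p = 0.0269, camera test with Benjamini-Hochberg adjustment, range over the alternatives 0.0054 to 0.111) and at Day 21 0.18 (adjusted p = 0.0936). In uncompressed constructs at Day 7 the list was also higher than at Day 1, by 0.88 (adjusted p = 3.0e-04, camera test with Benjamini-Hochberg adjustment). At Day 14 it stood at -0.10 (adjusted p = 0.443, camera test with Benjamini-Hochberg adjustment, range over the alternatives 0.23 to 0.585) and at Day 21 at 0.01 (adjusted p = 0.107, range over the alternatives 0.0734 to 0.48) against Day 1. A cause in the handling of compressed constructs with the same effect on all days is argued against by the median difference of the compression effect, -1.03 at Day 21 relative to Day 7 (3 higher and 10 lower of 20 past the adjusted p). Such a cause shared by Day 7 and Day 14 cannot be told apart from one of Day 7 alone. The median difference between these days was -0.43 (1 higher and 7 lower of 20 past the adjusted p), but -0.21 with the GC trend removed, where the list was also higher at Day 14 (adjusted p = 0.0054, camera test with Benjamini-Hochberg adjustment, range over the alternatives 0.0054 to 0.111). GC content as the whole cause is argued against by an adjusted p of 5.7e-10 with the trend removed (camera test with Benjamini-Hochberg adjustment, range over the alternatives 5.7e-10 to 3.4e-06). A difference in harvest or handling on Day 7 stays open, since uncompressed constructs also lost expression of this list between Day 7 and Day 21 (median log2 fold change -1.28). Compression itself also stays open, because constructs were harvested 1 h after a session, and so does a mixture of both.

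The 20 interferon response genes were lower than in the Day 1 controls, with a median log2 fold change of -3.66 at Day 7, -4.15 at Day 14 and -3.94 at Day 21 in uncompressed constructs (largest adjusted p = 2.9e-67, camera test with Benjamini-Hochberg adjustment). On each day 20 of 20 genes were lower over all genes tested and 20 adjusted over the list alone. Library scaling is argued against because it moves every gene alike, while the median of the list relative to that of all tested genes was -3.67 or lower on each day. The recovered SE of the list over the 3 days had a median of 0.251 and a largest value of 0.462. A model gene with a single high Day 1 library among 3 gave about 0.747. That model fitted the spread of a made-up gene on its own, which the authors' fit need not do. A single deviating Day 1 library is therefore not excluded. GC content is argued against by a largest adjusted p of 1.7e-66 with the trend removed (camera test with Benjamini-Hochberg adjustment, range over the alternatives at Day 7 1.7e-66 to 2.5e-11). A state of the Day 1 cultures as a whole, such as a response to thawing, seeding or the medium, stays open, and so does an effect of agarose culture. Both are untested, because the single Day 1 group carries every comparison and the text of the paper does not say whether it was in agarose. In compressed against uncompressed constructs at Day 7 the same list had a median of -0.25 (adjusted p = 0.0433, camera test with Benjamini-Hochberg adjustment, range over the alternatives 0.0379 to 0.148), with 0 higher and 3 lower of 20 past the adjusted p over all genes tested and 3 lower over the list alone. Between the states it had -0.02 at Day 14 (adjusted p = 0.635, camera test with Benjamini-Hochberg adjustment, range over the alternatives 0.716 to 0.74) and -0.26 at Day 21 (adjusted p = 0.454, range over the alternatives 0.332 to 0.59).

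The cholesterol synthesis genes, of which 19 of 20 were tested, were higher in compressed constructs at Day 14, with a median of 0.57 (adjusted p = 1.6e-10, camera test with Benjamini-Hochberg adjustment). At Day 21 the median was 0.63 (adjusted p = 1.5e-10, camera test with Benjamini-Hochberg adjustment), and 13 higher and 0 lower of 19 passed the adjusted p over all genes tested and 14 were higher adjusted over the list alone. GC content as the cause is argued against by an adjusted p of 3.6e-10 at Day 21 with the trend removed (camera test with Benjamini-Hochberg adjustment, range over the alternatives 3.6e-10 to 1.3e-06). Against Day 1 the uncompressed constructs had medians of 0.93 at Day 7 (adjusted p = 8.9e-09, camera test with Benjamini-Hochberg adjustment) and 0.38 at Day 14 (adjusted p = 0.0104, range over the alternatives 0.0010 to 0.0587). At Day 21 their median was 0.04 (adjusted p = 0.954, camera test with Benjamini-Hochberg adjustment, range over the alternatives 0.964 to 0.996). Between the states the list had -0.04 at Day 7 (adjusted p = 0.419, camera test with Benjamini-Hochberg adjustment, range over the alternatives 0.445 to 0.632). From Day 7 to Day 21 its median fell by 0.67 in uncompressed constructs (0 higher and 13 lower of 19 past the adjusted p) and changed by 0.05 in compressed ones (0 higher and 3 lower of 19). The difference between the states at Day 21 thus went with a fall in uncompressed constructs. Medium changes, cell density and compression were not separated here and stay open.

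The 20 hypoxia and glycolysis genes were higher in compressed constructs at Day 7, with a median of 0.31 (adjusted p = 9.1e-05, camera test with Benjamini-Hochberg adjustment), 9 higher and 0 lower of 20 over all genes tested and 9 higher over the list alone. Their median was -0.12 at Day 14 (adjusted p = 0.585, camera test with Benjamini-Hochberg adjustment, range over the alternatives 0.472 to 0.692) and at Day 21 0.03 (adjusted p = 0.488, range over the alternatives 0.605 to 0.62). In uncompressed constructs they were lower than at Day 1, with a median of -0.42 at Day 7, -0.45 at Day 14 and -0.91 at Day 21 (adjusted p = 0.0045, 0.0053 and 1.4e-12, camera test with Benjamini-Hochberg adjustment). At Day 21, 15 genes were lower over all genes tested and 15 over the list alone. The 15 YAP and TAZ target genes were lower in compressed constructs at Day 21, with a median of -0.41 (adjusted p = 0.0045, camera test with Benjamini-Hochberg adjustment), 1 higher and 7 lower of 15 over all genes tested and 10 lower over the list alone. Their median was -0.04 at Day 7 (adjusted p = 0.797, camera test with Benjamini-Hochberg adjustment, range over the alternatives 0.186 to 0.843) and at Day 14 -0.04 (adjusted p = 0.205, range over the alternatives 0.323 to 0.426). In uncompressed constructs against Day 1 they had -0.06 at Day 7 (adjusted p = 0.12, camera test with Benjamini-Hochberg adjustment, range over the alternatives 0.0976 to 0.943) and 0.10 at Day 14 (adjusted p = 0.101, range over the alternatives 0.161 to 0.574). Against Day 1 their median in uncompressed constructs at Day 21 was 0.25 (adjusted p = 0.0043, camera test with Benjamini-Hochberg adjustment, range over the alternatives 0.0059 to 0.0662). No technical explanation was tested for these last 2 lists beyond the alternatives counted above.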

How the results depend on the processing

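All results in this part are comparisons of settings, and the settings named as chosen later were tests chosen only after the results were seen. No paired analysis was possible because the authors' deposited table holds no values per library. For the same reason these settings could not be run: another normalization (RLE), refits of count models (quasi-likelihood and Wald), other count filters (none beyond 1 count, or at least 10 counts), a replicate block, leaving out each replicate, fits of only the groups compared, unrounded estimates, fry, the estimated correlation, and ranks from a refit. Other splits of the libraries could not be counted either.

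The fold threshold moved all 15 counts. The counts at a fold change of 2 were 115, 806 and 1133 genes for compressed against uncompressed constructs at Day 7, Day 14 and Day 21, 2160, 2109 and 1965 for uncompressed and 2114, 2185 and 2303 for compressed constructs against Day 1. A fold change of at least 1.5 gave 924, 2113 and 2617 genes for compressed against uncompressed constructs at Day 7, Day 14 and Day 21, 4127, 4036 and 3640 for uncompressed and 3970, 4021 and 4345 for compressed constructs against Day 1. Any fold change gave 2046, 4045 and 4522 genes for compressed against uncompressed constructs at Day 7, Day 14 and Day 21, 6390, 6254 and 5625 for uncompressed and 6094, 6189 and 6559 for compressed constructs against Day 1. An absolute log2 fold change of at least 0.6, chosen after the values were seen, gave 881, 2044 and 2538 genes for compressed against uncompressed constructs at Day 7, Day 14 and Day 21, 4053, 3931 and 3544 for uncompressed and 3866, 3927 and 4246 for compressed constructs against Day 1. The other 6 counts at a fold change of 2 were 1543 (uncompressed) and 722 (compressed) genes for Day 21 against Day 7, 1234 and 1134 genes for the difference of the compression effect at Day 14 and Day 21 from Day 7, and 1002 and 1108 genes shared by the uncompressed and the compressed days. At 1.5 they were 3568, 1655, 3164, 2527, 1696 and 2081 in the same order, at any fold change 5893, 2881, 4220, 3365, 2722 and 3370, and at a log2 fold change of 0.6 3451, 1621, 3079, 2468, 1664 and 2032. A lower threshold contains the calls of a higher one by construction.

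The threshold also changed the split of higher and lower genes by over 10 points in some comparisons. For compressed against uncompressed constructs at Day 7 it was 108 and 7 at a fold change of 2, 692 and 232 at 1.5, and 1238 and 808 at any fold change. At Day 14 it was 188 and 618, 746 and 1367, and 2020 and 2025. For the difference of the effect at Day 14 from Day 7 it was 288 and 946, 1291 and 1873, and 2041 and 2179. Against Day 1 it changed at any fold change for uncompressed constructs at Day 14, from 1379 and 730 to 3149 and 3105, and for compressed constructs at Day 7, from 1335 and 779 to 3151 and 2943.

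Removing the GC trend, chosen after the values were seen, moved 2 of 15 counts by over 1.5 times. The count at Day 7 between the states went from 115 to 34 (28 higher, 6 lower), and the difference at Day 14 from Day 7 from 1234 to 724 (253 higher, 471 lower). Of 180 values of named genes, 159 had the same call, 16 no longer reached an adjusted p of 0.05, 4 newly reached it and 1 reversed. The reversed one was the effect on *Trpv4* at Day 14 relative to Day 7, from -0.61 to 0.0226 (adjusted p = 0.959, Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). The list tests of metabolic genes became weaker, with adjusted p of 0.0599 at Day 21 in uncompressed and 0.065 at Day 7 in compressed constructs against Day 1, as did interferon response genes between the states at Day 7 (0.0976, camera test with Benjamini-Hochberg adjustment). The other 81 list tests were the same. The cause was not tested beyond the trend itself.

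A preset correlation of 0.05, chosen after the values were seen, left 73 of 84 list tests the same and weakened 11, since a higher correlation widens the null by construction. The adjusted p became 0.0547 for dedifferentiation and 0.0536 for degradation markers between the states at Day 21 (camera test with Benjamini-Hochberg adjustment). Against Day 1 it became 0.0847, 0.119 and 0.0847 for proliferation, metabolic and dedifferentiation genes in uncompressed constructs at Day 21 (camera test with Benjamini-Hochberg adjustment). It became 0.119 for metabolic genes at Day 7, 0.0617 for proliferation markers at Day 21 and 0.0966 for metabolic genes at Day 21 against Day 7 in compressed constructs (camera test with Benjamini-Hochberg adjustment). For the lists written before, it became 0.148 (interferon, Day 7) and 0.111 (immediate-early, Day 14) between the states, and 0.0587 for cholesterol synthesis in uncompressed constructs at Day 14 against Day 1 (camera test with Benjamini-Hochberg adjustment).

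Ranks in place of the Wald statistics, also chosen later, left 76 list tests the same. They strengthened metabolic genes between the states at Day 21 to an adjusted p of 0.0473 and weakened degradation markers there to 0.356 (camera test with Benjamini-Hochberg adjustment). Against Day 1 at Day 21 the adjusted p became 0.252, 0.356 and 0.0662 for metabolic, dedifferentiation and YAP and TAZ target genes in uncompressed constructs, and 0.101 for dedifferentiation markers in compressed ones (camera test with Benjamini-Hochberg adjustment). From Day 7 to Day 21 in compressed constructs it became 0.394 for metabolic genes and 0.0902 for degradation markers (camera test with Benjamini-Hochberg adjustment). The cause was not tested.

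Taking the variances only from the comparisons of the days concerned moved Day 21 against Day 7 from 722 to 476 genes in compressed constructs and from 1543 to 1067 in uncompressed ones, of which only the first is over 1.5 times. This setting tested 10372 and 10369 genes, against 15472 and 15491 before, so it removed tests as well as calls. Ranking by adjusted p left 32 of 36 top-50 placements the same and moved 4. Keeping one gene per symbol left all 15 counts within 1.5 times, and removing a trend with transcript length left the Day 7 count within that range, at 95. These settings were chosen after the values were seen, except the ranking by adjusted p.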

Differences from the paper's values

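Every comparison with the paper's numbers below used thresholds set before the data were examined unless the text says otherwise, and the tests named as later were chosen only after the result was seen.

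The paper's numbers of differentially expressed genes were higher than the counts at a fold change of at least 2 with an adjusted p of 0.05 or less. For uncompressed constructs against Day 1 the paper gives 4053 genes at Day 7, 3931 at Day 14 and 3544 at Day 21, and the counts here were 2160, 2109 and 1965. For compressed constructs the paper gives 3866, 3927 and 4246, against 2114, 2185 and 2303 here. Between compressed and uncompressed constructs the paper gives 881, 2044 and 2538, against 115, 806 and 1133 here. A fold change of at least 1.5, an alternative set before the data were examined, closed all 9 gaps to within 5%, with 924, 2113 and 2617 genes for compressed against uncompressed constructs at Day 7, Day 14 and Day 21, 4127, 4036 and 3640 for uncompressed and 3970, 4021 and 4345 for compressed constructs against Day 1. Any fold change, also set before, did not close them and went past the paper's numbers, with 2046, 4045 and 4522 genes for compressed against uncompressed constructs at Day 7, Day 14 and Day 21, 6390, 6254 and 5625 for uncompressed and 6094, 6189 and 6559 for compressed constructs against Day 1. An absolute log2 fold change of at least 0.6, chosen after seeing the values, gave the paper's number in all 9 comparisons.

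The centre of the Venn diagram of the uncompressed comparisons was read as about 1900 in Fig. 5B, read by eye, against 1002 genes here. A fold change of at least 1.5 gave 1696 and any fold change 2722, both within a factor of 1.5 of that reading. A log2 fold change of at least 0.6, chosen after seeing the values, gave 1664, also within that factor.

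The paper gives a 5.1-fold decrease of *Il1r1* in compressed constructs at Day 21, and the value here was a 0.976-fold decrease, that is, a log2 fold change of 0.04. No alternative set before the data were examined applies to a deposited fold change, and with the GC trend removed, a step chosen after seeing the values, it was 0.05. In the authors' deposited table *Il1r1* had -0.59 at Day 14 (adjusted p = 0.0022, Wald test with Benjamini-Hochberg adjustment).

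The paper names *Smo*, *Gli1* and *Gli2* as upregulated hedgehog genes in uncompressed constructs. *Gli1* was lower than at Day 1 at Day 7 (-0.82) and past an adjusted p of 0.05 only at Day 14, and *Gli2* was past it only at Day 21. *Smo* was past it at Day 14 and Day 21. When the GC trend was removed, a step chosen after seeing the values, *Smo* was past it at Day 7 (adjusted p = 0.0247) and Day 21 (adjusted p = 0.0075) but not at Day 14 (adjusted p = 0.0511), and *Gli1* not at Day 14 (adjusted p = 0.186, Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). The paper has *Pth1r* and *Pthlh* higher, while both were near 0 at Day 7 (0.15 and -0.07). In the authors' deposited table (Wald test with Benjamini-Hochberg adjustment) they were higher at Day 14, with 0.75 (adjusted p = 0.0010) and 1.45 (adjusted p = 2.1e-05), and at Day 21, with 0.58 (adjusted p = 0.0156) and 2.09 (adjusted p = 2.4e-10). Without the GC trend, a step chosen after seeing the values, the adjusted p of *Pth1r* was 0.0534 at Day 14 and 0.174 at Day 21, and *Pthlh* stayed past 0.05 on both days (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). The paper has *Col1a2* and *Col5a3* lower. *Col1a2* was at -0.03 at Day 14, and at Day 7 its adjusted p of 0.0456 (Wald test with Benjamini-Hochberg adjustment) became 0.197 with the GC trend removed (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). *Col5a3* was past an adjusted p of 0.05 at Day 14 only with the GC trend removed, a step chosen after seeing the values.

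The paper places a set of genes in the top 50 at all time points. Outside it by fold change were *Col9a2* at Day 7 and Day 21 (62 and 78) in uncompressed constructs and at Day 14 and Day 21 (64 and 74) in compressed ones. In compressed constructs *Col2a1* at Day 21 (63) and *Dcn* at Day 7 (52) were also outside. Ranking by adjusted p, set before the data were examined, placed *Col2a1* at 37 and *Dcn* at 17, and it moved *Col9a2* out at Day 14 in uncompressed (104) and at Day 7 in compressed constructs (128). The paper has *Acan*, *Comp*, *Matn1* and *Matn3* above 4-fold in compressed constructs, while *Matn1* had log2 fold changes of 1.54 at Day 7 and 1.74 at Day 14 and *Matn3* of 1.59 at Day 14.

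The paper describes a gradual increase of mechanoresponsive genes. All 6 genes it names for Day 7 had negative values at Day 14, and 5 of them were lower in compressed constructs at an adjusted p of 0.05 or less (Wald test with Benjamini-Hochberg adjustment). *Trpv4* was not, at -0.11 (adjusted p = 0.68, Wald test with Benjamini-Hochberg adjustment). Once the GC trend was removed, a step chosen after seeing the values, 3 were lower, and the difference of the effect on *Trpv4* at Day 14 from Day 7 was 0.02 (adjusted p = 0.959, Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). The paper has *Wnt5b* rise gradually with compression, while its log2 fold change went from 0.15 at Day 7 to -0.98 at Day 14 and 0.50 at Day 21. The fall from Day 7 to Day 14 was -1.12 (adjusted p = 2.2e-05), and -0.42 (adjusted p = 0.179) with the GC trend removed, a step chosen after seeing the values (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment).

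For the lists of Fig. 8B, the paper has proliferation markers decrease under prolonged compression, while they rose from Day 7 to Day 21 in compressed constructs by a median of 0.56. Other values go the paper's way: compressed over uncompressed constructs had -1.11 at Day 14 and -1.19 at Day 21, 13 of 13 lower (adjusted p = 1.1e-12, camera test with Benjamini-Hochberg adjustment). Against Day 1 the median in compressed constructs went from -1.12 at Day 7 to -1.33 at Day 14, and was -0.69 at Day 21 (adjusted p = 0.0169, camera test with Benjamini-Hochberg adjustment, range over the alternatives 0.0015 to 0.0617). The paper has little difference in cartilage ECM genes between the states, while at Day 14 12 of 13 were lower than in uncompressed constructs. The ECM list had 0.13 at Day 7 (adjusted p = 0.40, camera test with Benjamini-Hochberg adjustment) and at Day 21 -0.19 (adjusted p = 0.331), with 1 higher and 3 lower of 13 past the adjusted p. From Fig. 8B the paper proposes higher metabolic activity with compression, although its MTT assay showed no such effect. The metabolic list had an adjusted p of 0.0697 at Day 21. It reached 0.05 only with ranks, a setting chosen after seeing the values (0.0473, camera test with Benjamini-Hochberg adjustment, range over the alternatives 0.0473 to 0.157). From Day 7 to Day 21 it changed by 0.24 in compressed constructs (adjusted p = 0.0335, camera test with Benjamini-Hochberg adjustment, range over the alternatives 0.0329 to 0.394) and by -0.03 in uncompressed ones (adjusted p = 0.882).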

Other observations

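The core clock list and the rule for the largest changes were set before their results were seen. The removal of a trend with GC content or transcript length was chosen after the values were seen. The tests of a technical explanation in this part are therefore treated as chosen only after the result was seen.

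The effect of compression at Day 7 rose with the GC content of transcripts, with a rank correlation of 0.652 across genes, and the paper does not report this. Transcript length as the cause is argued against, since within 5 bins of transcript length the lowest correlation was 0.54. A few strongly changed genes as the cause are argued against too, since among genes not past an adjusted p of 0.05 the correlation was 0.583. The Day 7 uncompressed libraries differed from all 6 other groups in the same direction, with correlations between -0.652 and -0.152. The Day 14 uncompressed libraries did so in the opposite direction, with correlations between 0.0886 and 0.541. A shared direction alone therefore does not single out the Day 7 uncompressed libraries. Against the 5 other groups, Day 7 compressed constructs had a median absolute correlation of 0.105, where the 10 pairs without Day 7 libraries had a median of 0.164 and a largest value of 0.285. It thus stays open that the trend lies in the Day 7 uncompressed libraries alone. Also open is a difference in library preparation or sequencing of the Day 7 libraries, in RNA quality, or in the cells themselves, and none of these was tested. Batches of preparation or sequencing are not named in the text of the paper. In simulated data with an added trend, 1400 of 14570 unchanged genes had an adjusted p of 0.05 or less at any fold change, and 10 after its removal. Of 103 genes with a log2 difference of 2, 97.1% still passed that adjusted p.

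At Day 7, 93.9% of the genes past both thresholds were higher in compressed constructs. After removal of the GC trend, 82.4% of 34 genes were higher, and with a trend on transcript length removed 84.2% of 95. The imbalance left at this threshold argues against either trend as its whole cause. Of 113 calls with a GC value, though, only 23 were called again, and the numbers higher and lower went from 108 and 7 to 28 and 6. At a fold change of at least 1.5 they went from 692 and 232 to 124 and 98, or 55.9% higher. At any fold change the imbalance was smaller, 1238 higher and 808 lower, and with the GC trend removed 48.0% of the genes were higher. A GC trend of technical or other origin may thus account for the imbalance at the lower thresholds.

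Of the 6 genes the paper names for Day 7, *Sox9* was past the threshold with the GC trend removed (adjusted p = 4.3e-04, Wald test on the recovered standard errors with Benjamini-Hochberg adjustment), which argues against the trend as its whole cause. For *Tuba1a*, *Tubb2a*, *Lrp1*, *Gli1* and *Trpv4* the smallest adjusted p was 0.0786 (Wald test on the recovered standard errors with Benjamini-Hochberg adjustment). For *Tuba1a*, *Tubb2a*, *Lrp1* and *Gli1* an effect of compression and the GC trend cannot be told apart. Their differences left, up to 0.65, were within 3 recovered SE of 0. Of the 0.50 of *Trpv4*, 0.07 was left, so nearly all of its value went with the trend.

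The core clock genes, a list written because the paper names circadian rhythm among enriched terms, had medians between the states of 0.14 at Day 7, 0.23 at Day 14 and -0.06 at Day 21. Against Day 1 the medians in uncompressed constructs were -0.45, -0.26 and -0.38. Between the states 6 higher and 1 lower of 17 genes passed the adjusted p at Day 7, 5 and 2 at Day 14, and 1 and 2 at Day 21. In uncompressed constructs against Day 1 the numbers were 4 and 9, 3 and 7, and 2 and 7. Genes moved both ways, so a directional test of the list does not show whether single clock genes changed. The paper's term is for compressed constructs against Day 1, where this list was not tested. None of the 6 tests of this list had an adjusted p of 0.05 or less in the first setting (lowest adjusted p = 0.0523, camera test with Benjamini-Hochberg adjustment, range over the alternatives 0.148 to 0.349), and 1 had an unadjusted p under 0.05.

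The genes with the largest changes between the states listed here are not named in the text of the paper. At Day 7 the largest rises in the authors' deposited table were *Fos* (2.13, SE 0.41), *Egr1* (2.01, SE 0.35), *Ier2* (1.82, SE 0.29) and *Jun* (1.80, SE 0.21), all 4 immediate-early genes, and the largest falls *Tle4* (-1.25, SE 0.25) and *Gm14139* (-1.18, SE 0.27), of which *Gm14139* lies in a family of similar zinc-finger genes. Reads shared within that family were not tested, so its value is given as uncertain. At Day 14 the largest rise was that of *Areg* (2.80, SE 0.40) and the largest falls those of *Crispld2* (-3.42, SE 0.30) and *Ucma* (-3.41, SE 0.25). At Day 21 the largest rises were those of *Apoa4* (3.86, SE 0.28) and *Avil* (3.76, SE 0.34), and the largest fall that of *Reln* (-3.84, SE 0.29). Against Day 1 the largest rise at Day 7 was that of *F5* (6.82, SE 0.41) in uncompressed and *Eln* (6.63, SE 0.40) in compressed constructs, and the largest fall that of *Cxcl11* (-8.01, SE 0.64) in uncompressed and *Cxcl11* (-7.68, SE 0.50) in compressed ones. At Day 21 they were *Col9a1* (6.67, SE 0.22) and *Rnf17* (7.56, SE 0.38), with falls of *Cxcl11* (-8.08, SE 0.63) and *Cxcl11* (-8.37, SE 0.70).

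*Il1rl1*, singled out only after the values were seen because its symbol is close to *Il1r1*, had a log2 fold change between the states of 0.08 at Day 7, -0.86 at Day 14 and -2.36 at Day 21 in the authors' deposited table, the last a 5.15-fold decrease. Its effect at Day 21 differed from Day 7 by -2.44 (adjusted p = 1.5e-07, Wald test on the recovered standard errors with Benjamini-Hochberg adjustment).

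By RT-qPCR, the paper reports *Sox9* higher with compression at Day 21, and *Col2a1* and *Acan* at Day 14 and Day 21. It reports *Col10a1* higher at Day 14. The RT-qPCR values were not used here. The sequencing did not show these rises. *Sox9* was at -1.35 (SE 0.16, adjusted p = 1.5e-15) between compressed and uncompressed constructs at Day 21 in the authors' deposited table (Wald test with Benjamini-Hochberg adjustment). At Day 14, *Col2a1* was at -0.95 (adjusted p = 1.05e-04), *Acan* at -0.73 (adjusted p = 0.0019) and *Col10a1* at -1.57 (adjusted p = 2.86e-04) in the same Wald test. At Day 21, *Col2a1*, *Acan* and *Col10a1* were at -0.34, -0.08 and -0.12 (adjusted p = 0.2463, 0.818 and 0.8496, same Wald test). The 2 methods were not compared further.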
